# The STAT3/SETDB2 axis dictates NF-**κ**B–mediated inflammation in macrophages during wound repair

**DOI:** 10.1172/jci.insight.179017

**Published:** 2024-10-22

**Authors:** Kevin D. Mangum, Aaron denDekker, Qinmengge Li, Lam C. Tsoi, Amrita D. Joshi, William J. Melvin, Sonya J. Wolf, Jadie Y. Moon, Christopher O. Audu, James Shadiow, Andrea T. Obi, Rachael Wasikowski, Emily C. Barrett, Tyler M. Bauer, Kylie Boyer, Zara Ahmed, Frank M. Davis, Johann Gudjonsson, Katherine A. Gallagher

**Keywords:** Inflammation, Transcription

## Abstract

Macrophage transition from an inflammatory to reparative phenotype after tissue injury is controlled by epigenetic enzymes that regulate inflammatory gene expression. We have previously identified that the histone methyltransferase SETDB2 in macrophages drives tissue repair by repressing NF-κB–mediated inflammation. Complementary ATAC-Seq and RNA-Seq of wound macrophages isolated from mice deficient in SETDB2 in myeloid cells revealed that SETDB2 suppresses the inflammatory gene program by inhibiting chromatin accessibility at NF-κB–dependent gene promoters. We found that STAT3 was required for *SETDB2* expression in macrophages, yet paradoxically, it also functioned as a binding partner of SETDB2 where it repressed SETDB2 activity by inhibiting its interaction with the NF-κB component, RELA, leading to increased RELA/NF-κB–mediated inflammatory gene expression. Furthermore, RNA-Seq in wound macrophages from STAT3-deficient mice corroborated this and revealed STAT3 and SETDB2 transcriptionally coregulate overlapping genes. Finally, in diabetic wound macrophages, *STAT3* expression and STAT3/SETDB2 binding were increased. We have identified what we believe to be a novel STAT3/SETDB2 axis that modulates macrophage phenotype during tissue repair and may be an important therapeutic target for nonhealing diabetic wounds.

## Abstract 2

The histone methyltransferase SETDB2 limits inflammation in wound macrophages. STAT3 is required for SETDB2 expression, yet inhibits the RelA-SETDB2 interaction, leading to increased inflammation.

## Introduction

Wound healing is characterized by 4 synchronous stages (hemostasis, inflammation, proliferation involving reepithelialization and contraction, and remodeling), and coordinated progression through each of these stages is essential for normal tissue repair (1, 2). During the inflammatory phase, macrophages exhibit increased expression and production of inflammatory cytokines that leads to phagocytosis and clearance of debris and also aids in the recruitment of other cells necessary for repair (3–5). After resolution of the initial inflammation, macrophages at the wound site transition to a reparative phenotype that is defined by increased expression of antiinflammatory mediators, and proinflammatory macrophages are replaced by new reparative macrophages, which sets the stage for fibroblast functions in the proliferative phase (2, 4, 6–16). The macrophage switch to a reparative phenotype is crucial for wound healing to progress from the inflammatory to the proliferative phase (2, 4, 6–15). The factors that control these transitions are not completely clear; however, our group and others have identified that chromatin-modifying enzymes (CMEs) that regulate the accessibility of transcription factors (TFs) to gene promoters play a critical role in controlling cell phenotype (17–22). In pathologic processes that result in nonhealing, such as occurs in type 2 diabetes (T2D), macrophages fail to transition to a reparative phenotype and remain in a chronic low-grade inflammatory state (10, 12, 18, 23). Related to this, our group has previously identified the histone methyltransferase SETDB2 — which trimethylates H3K9 at gene promoters, resulting in reduced inflammatory gene transcription — is decreased in diabetic wound tissue, leading to increased inflammatory gene expression and a sustained inflammatory response (21, 22). Although we previously identified that SETDB2 is upregulated in normal wound macrophages via an IFN-β/JAK/STAT mechanism, the specific downstream protein-protein interactions and precise mechanism by which SETDB2 results in chromatin accessibility and TF binding remain unknown. Identification of these specific interactions are important from a translational standpoint as the identification of a cell-specific target further downstream to control cell phenotype in tissue repair would be more targetable and have fewer off-target side effects.

The NF-κB signaling pathway is a driver inflammation in macrophages following tissue injury (24). The NF-κB family of TFs is composed of 5 members, or subunits, including RELA (p65), Rel (cRel), RelB, Nfkb1 (p50/p105), and Nfkb2 (p52/p100) (25). Distinct combinations between the different NF-κB components in the form of hetero- and homodimers dictate unique downstream transcriptional functions. Activation of NF-κB signaling by different upstream cytokines, pathogens, growth factors, etc. induces nuclear translocation of the different NF-κB subunits, where they can interact in unique combinatorial ways to regulate gene expression (26). RELA (p65) is one of the major NF-κB subunits activated by proinflammatory cytokines, and while it can directly bind DNA to modulate gene expression, it can also interact with other TFs to either activate or repress inflammatory gene expression (27, 28). Specifically, in cancer cells, RELA and STAT3 physically interact, thereby integrating the NF-κB and JAK/STAT signaling pathways (24, 29). Additionally, STAT3 activation has been found to activate RELA (24, 30). While the transcriptional interaction between RELA and STAT3 has been examined in the context of cancer, it is unclear whether this same mode of regulation exists in the context of macrophage-mediated inflammation during wound healing. Furthermore, we have previously shown that SETDB2 is a downstream transcriptional target of the IFN-β pathway, and IFN-β both increases *SETDB2* expression and SETDB2 enrichment (along with associated H3K9me3) at NF-κB–dependent promoter regions within inflammatory genes (22). However, the specific transcriptional components involved in regulating SETDB2 at the NF-κB–dependent promoter region to control macrophage phenotype have not been identified.

Here, using both human tissue and murine transgenic models, we found that STAT3 interacts with SETDB2, regulating its ability to modulate inflammation in macrophages. Analysis of RNA-Seq and ATAC-Seq of wound macrophages isolated from our *Setdb2^fl/fl^ Lyz2^Cre^* mice with a myeloid cell–specific deletion of *Setdb2* revealed that SETDB2 repressed the inflammatory gene program by limiting chromatin accessibility at NF-κB–dependent gene regions. Using a combination of pharmacologic and siRNA-mediated approaches, we demonstrated that STAT3 physically interacted with SETDB2 to inhibit the SETDB2/NF-κB interaction, resulting in increased NF-κB–dependent gene expression. Interestingly, we also found that STAT3 was required for *SETDB2* transcription. Thus, we identified a paradoxical relationship between STAT3 and SETDB2 in which STAT3 is required for *SETDB2* expression but also limits its activity at the protein-protein level. As a translational corollary, *Stat3^fl/fl^ Lyz2^Cre^* mice with a *Stat3* gene deletion specifically in myeloid cells exhibited improved early wound healing. Stat3-deficient wound macrophages isolated from these mice revealed that *STAT3* expression is dynamic throughout wound healing and serves to coregulate the inflammatory gene program with SETDB2, providing a mechanism for the tightly regulated control of macrophage phenotype. Furthermore, diabetic wound macrophages exhibited increased expression of *STAT3* in murine and human wound samples as well as enhanced binding of STAT3 to SETDB2. We observed that this resulted in an imbalance of STAT3, leading to dysregulated STAT3/SETDB2 binding and an aberrant increase in NF-κB–mediated gene expression. Thus, inhibiting STAT3 at specific time points and preventing its binding to SETDB2 may therefore represent a promising therapeutic target for impaired diabetic wound healing.

## Results

### SETDB2 is enriched at NF-κB–dependent gene promoters in human and murine wound macrophages.

In order to examine the downstream genes controlled by SETDB2 in wound macrophages and elucidate the exact transcriptional targets of SETDB2 that control macrophage phenotype, we performed FACS for CD3^–^CD19^–^Ly6G^–^CD11b^+^Ly6C^hi^GFP^+^ and CD3^–^CD19^–^Ly6G^–^CD11b^+^Ly6C^lo^GFP^+^ cells from murine wounds in *Setdb2^fl/fl^ Lyz2*^Cre+^ *mTmG* mice and *Setdb2^fl/fl^ Lyz2*^Cre–^ *mTmG* littermate controls.In this system, successful genetic recombination leads to simultaneous excision of the Tomato reporter and activation of the GFP reporter, resulting in GFP expression in cells that have undergone successful Cre-mediated deletion of the floxed gene. Given that we had identified previously that *SETDB2* exhibits its highest expression in wound macrophages at day 5 after wounding, we isolated day 5 wound macrophages from the *Setdb2^fl/fl^ Lyz2*^Cre^ *mTmG* mice to identify maximal alterations in the downstream transcriptional signatures in macrophages after *SETDB2* deletion (22). Because Ly6C is a well-established surface marker designating the inflammatory macrophage subset, we further used FACS to separate the CD3^–^CD19^–^Ly6G^–^CD11b^+^GFP^+^ population into CD3^–^CD19^–^Ly6G^–^CD11b^+^GFP^+^Ly6C^hi^ (Ly6C^hi^) and CD3^–^CD19^–^Ly6G^–^CD11b^+^GFP^+^Ly6C^lo^ (Ly6C^lo^) subpopulations in order to delineate transcriptional differences based on inflammatory subtype. RNA-Seq analysis was performed in Ly6C^hi^ and Ly6C^lo^ subpopulations, and we identified gene expression profiles of these subtypes and examined how SETDB2 affected gene expression in these populations. 

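Setdb2 itself is the gene floxed in this line, and its normalized CPM (counts scaled to a common library size) were 51.6 ± 14.4 (SD, n = 3 libraries) in Cre-negative and 63.3 ± 21.3 (SD, n = 3) in Cre-positive Ly6C hi macrophages, and 40.7 ± 3.76 (SD, n = 3) and 32.7 ± 1.49 (SD, n = 3) in Ly6C lo macrophages. Counts over a whole gene can include transcripts that lack the floxed part. Stat3 was present at 439 ± 38.4 CPM (SD, n = 3) in Cre-negative Ly6C hi macrophages. The data are raw counts of 20050 genes in 12 libraries from day 5 wounds, 3 libraries for each combination of Cre-negative or Cre-positive *Setdb2 fl/fl Lyz2 Cre* mice and Ly6C hi or Ly6C lo cells, all from male mice by their labels. For Figure 1A the paper gives the number of mice per group, and how mice were divided over libraries is not given in the labels. Total counts per Cre-negative library were 11079129 to 20378391 (median 17492936) in Ly6C hi and 12304032 to 14196773 (median 13748816) in Ly6C lo. Total counts per Cre-positive library were 10116619 to 19640864 (median 13714515) in Ly6C hi and 12955709 to 16303626 (median 14542617) in Ly6C lo. The authors trimmed reads with Trimmomatic, mapped them with HISAT2, counted them with featureCounts and removed low counts, while the submitters' notes also name STAR, HTSeq and the human build GRCh37, and the mouse build is not given in the sources used here. Genes with fewer counts in total than there are libraries are absent from the table. For the values given here, genes with low counts were removed with edgeR's filterByExpr, which left 14146 genes, the libraries were scaled by TMM, and the 4 groups were fitted together with edgeR's quasi-likelihood model. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. At an unadjusted p under 0.05, about 707 of the 14146 genes would pass by chance in a comparison. Lists of genes, 36 in all, were fixed before the data were examined and tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison. Gene positions are those of the RefSeq annotation of the mouse assembly GRCm38.p6. With 3 libraries against 3, no exact permutation test can give a p under 0.1, so each p comes from the model across genes. In simulated data with the same spread and depth, 59.7% of genes changed 2-fold and 81.8% of genes changed 4-fold were recovered. Those data had independent genes, no structure shared among libraries and changes only at a mean CPM of at least 1, so these shares need not hold for the real libraries.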

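*Ly6c2*, which encodes the Ly6C antigen used for sorting, was at 284 ± 65.8 CPM (SD, n = 3) in Cre-negative Ly6C hi macrophages and at 21.4 CPM in Cre-negative Ly6C lo macrophages, a log2 fold change of 3.74 (standard error 0.272, adjusted p = 3.55e-06 from edgeR). *Chil3*, a chitinase-like protein of monocytes, was higher in Ly6C hi with a log2 fold change of 2.93 (standard error 0.407, adjusted p = 6.41e-04). *Ccl22*, a chemokine of dendritic cells and alternatively activated macrophages, was lower by a log2 fold change of -5.54 (standard error 0.456, adjusted p = 6.72e-06), and *Ccr7*, the receptor that guides dendritic cells to lymph nodes, by -5.69 (standard error 0.676, adjusted p = 1.99e-04). All 15 measured Ly6C hi monocyte markers rose and 11 of 15 dendritic cell markers fell (15 and 12 adjusted over the list alone), and both lists passed with a preset correlation (adjusted p = 1.79e-38 and 3.83e-24) and also with an estimated correlation (adjusted p = 0.00702 and 0.0332). Across all 14146 genes tested, 244 were higher and 473 lower in Ly6C hi than in Ly6C lo macrophages of Cre-negative mice, and 650 were higher and 744 lower in those of Cre-positive mice (368 and 1091 with library totals in place of TMM). *Ccr7*, at a mean of 0.703 CPM in Cre-negative Ly6C hi, lost its call in 1 of the alternative settings tried. Its log2 fold change lay between -12.2 and -4.97 when 1 library was left out. The difference of the Setdb2 deletion effect between the subsets was itself tested, and no gene passed by edgeR (193 higher and 317 lower at an unadjusted p under 0.05), whereas 2 genes passed by DESeq2. Without 1 library the count lay between 339 and 797 for Cre-negative and between 813 and 1335 for Cre-positive mice.

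**Figure D1:**
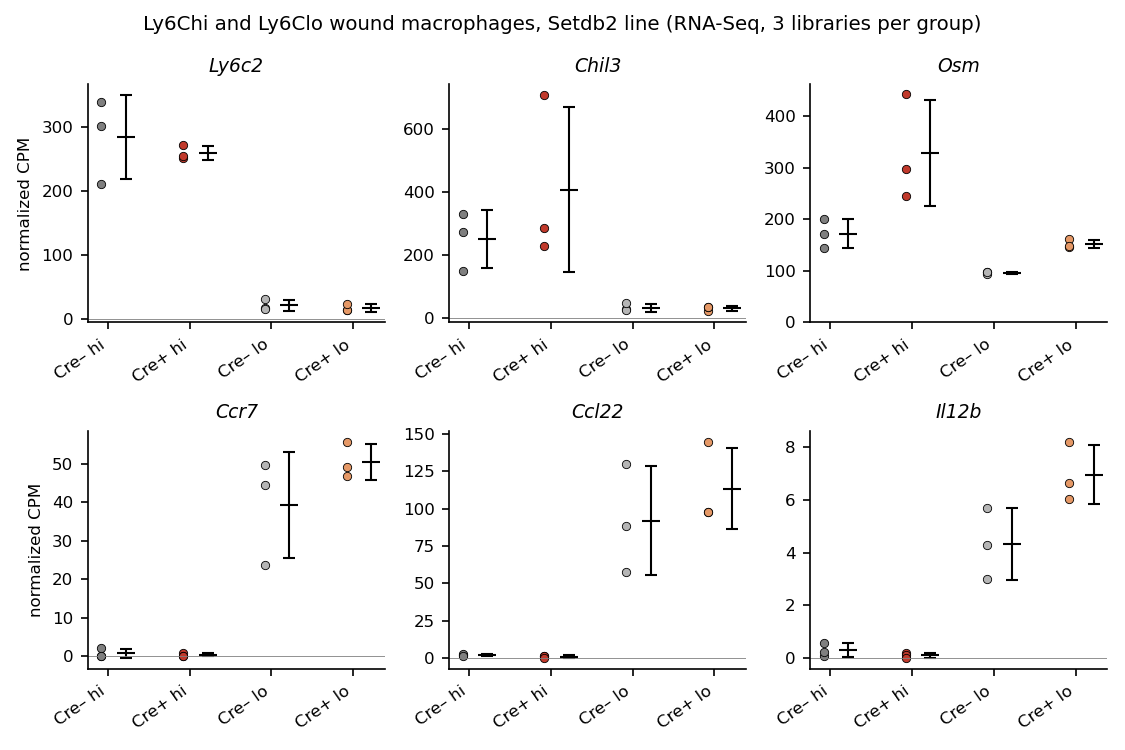
Normalized CPM of *Ly6c2*, *Chil3*, *Osm*, *Ccr7*, *Ccl22* and *Il12b* in the 12 libraries of the Setdb2 line, by genotype and subset. Points are libraries, and bars give the mean and SD of 3 libraries; *Ly6c2* and *Chil3* are higher in Ly6C hi and *Ccl22* and *Ccr7* higher in Ly6C lo.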

As expected, we observed significant differences in the genes differentially expressed between Ly6C^hi^ and Ly6C^lo^, which were further altered by SETDB2 deficiency (Figure 1A). Additionally, we found SETDB2 controlled expression of inflammatory genes that play a key role in wound repair, including *Il1b*, *Il6*, *Il12*, and *Tnf*, and these genes were further increased in the Ly6C^hi^ population by SETDB2 deletion (Figure 1, B and C). 

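*Il1b*, an early inflammatory cytokine encoded on chromosome 2 from 129364569 to 129371164, was at 1556 ± 1099 CPM (SD, n = 3) in Setdb2-deficient and 661 ± 28.4 CPM (SD, n = 3) in control Ly6C hi macrophages, a log2 fold change of 1.23 (standard error 0.336, adjusted p = 0.471 from edgeR). *Il6* was at 11.4 ± 11.2 CPM (SD, n = 3) and 4.01 ± 0.915 CPM (SD, n = 3), a log2 fold change of 1.49 (standard error 0.561, adjusted p = 0.541 from edgeR). *Tnf* was at 31.1 ± 8.24 CPM (SD, n = 3) and 28.8 ± 4.45 CPM (SD, n = 3), a log2 fold change of 0.12 (standard error 0.259, adjusted p = 0.924 from edgeR), which became -0.05 without the Cre-positive library with the most *Tnf*. Of the subunits of IL-12, *Il12b* was near the detection limit, with a mean of 0.106 CPM in Setdb2-deficient and 0.304 CPM in control Ly6C hi macrophages (log2 fold change -1.44, standard error 0.788, adjusted p = 0.621, and -2.65 to -0.529 when 1 library was left out). *Il12a* was removed by the filter on low counts, with 12 to 25 counts per Setdb2-deficient and 1 count in every control Ly6C hi library. Tested without the filter, *Il12a* had a log2 fold change of 4.32 (standard error 1.22, adjusted p = 0.468). As a group, the inflammatory cytokines and mediators rose, with 20 of 22 measured members positive, none past the threshold over all genes by edgeR and 11 when adjusted over the list alone (camera, adjusted p = 9.02e-11, and adjusted p = 0.415 with an estimated correlation). Over all genes *Osm* and *Areg* of this list passed by DESeq2. The study names 12 of the 22 from these libraries, so the list is not independent evidence of its direction, and of the other 10 members 9 were positive. Adjusted over the list alone, *Il1b* had an adjusted p = 0.0101 by edgeR. These differences were smaller without the Cre-positive Ly6C hi library highest in *Il1b*, where *Il1b* had a log2 fold change of 0.51 and *Il6* of 0.34, and that library also had the lowest total of the 12 (10116619 counts) and the highest share of ribosomal RNA (7.26%). The list kept its call without any 1 of the 6 libraries (highest adjusted p = 8.11e-05). Its mean log2 fold change was 0.919, and another split of the same libraries into groups reached 1.44 in size, so chance is not excluded.

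**Figure D2:**
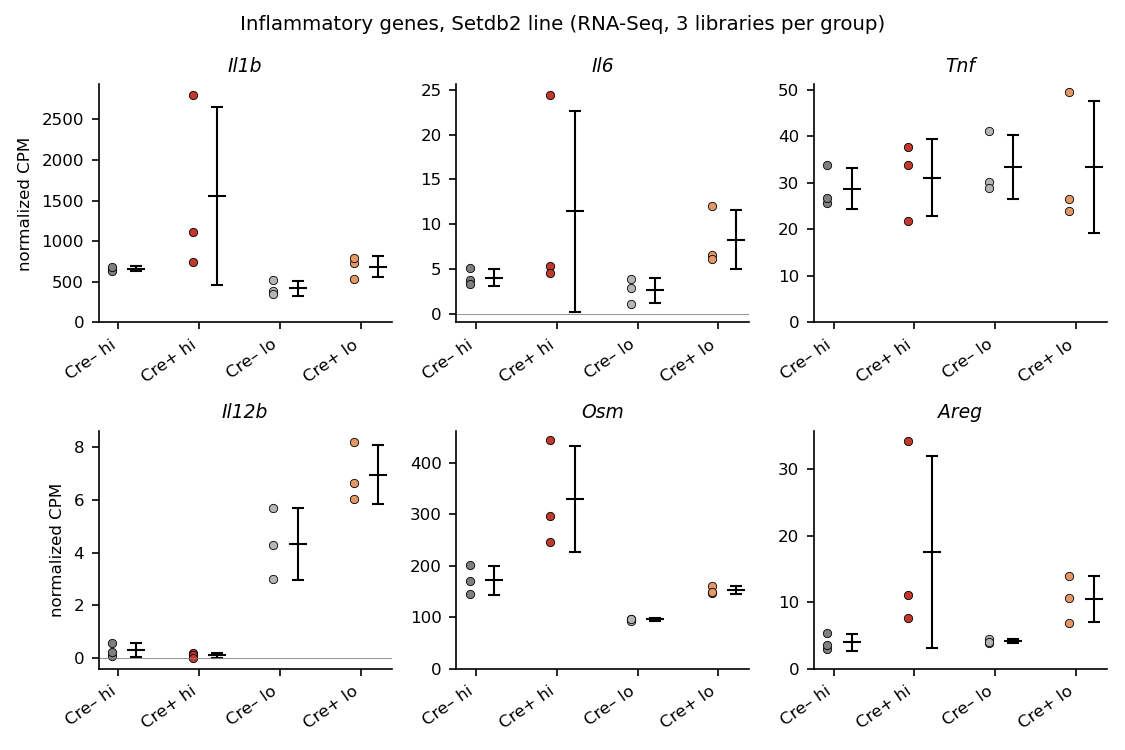
Normalized CPM of *Il1b*, *Il6*, *Tnf*, *Il12b*, *Osm* and *Areg* in the 12 libraries of the Setdb2 line, by genotype and subset. Points are libraries and bars the mean and SD of 3 libraries; 1 Cre-positive Ly6C hi library lies above the others for *Il1b* and *Il6*.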

A complete list of differentially expressed genes (DEGs) is listed in Supplemental Table 1 (supplemental material available online with this article; https://doi.org/10.1172/jci.insight.179017DS1). Importantly, many of the DEGs identified are well-known downstream targets of the TNF-α and IFN-β signaling pathways, which play critical roles in regulating inflammation during important biological processes, including wound healing (22, 31, 32). 

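Genes of TNF-α signaling rose as a group in Setdb2-deficient Ly6C hi macrophages, with 27 of 37 measured members positive (camera, adjusted p = 4.59e-04, and adjusted p = 0.507 with an estimated correlation), while the IFN-β response genes did not, with 24 of 42 positive (camera, adjusted p = 0.738). Among the TNF-α genes, the prostaglandin synthase *Ptgs2* was at 408 ± 264 CPM (SD, n = 3) in Setdb2-deficient and 152 ± 40.8 CPM (SD, n = 3) in control Ly6C hi macrophages, a log2 fold change of 1.42 (standard error 0.355, adjusted p = 0.471 from edgeR). The AP-1 subunit *Junb* had a log2 fold change of 0.36 (adjusted p = 0.541). Of the IFN-β response, the chemokine *Cxcl10* had a log2 fold change of 1.57 (standard error 0.58), which became 0.11 without the Cre-positive library highest in *Il1b* (0.80 for *Ptgs2*), and the DNA sensor family member *Ifi208* had one of -0.68 (adjusted p = 0.541 for both). No member of either list passed over all genes, and 2 of the TNF-α list and none of the IFN-β list passed when adjusted over the list alone by edgeR. At an unadjusted p under 0.05, 610 genes were higher and 638 lower over all genes (321 and 874 with library totals in place of TMM), and 13 genes passed by DESeq2. The study names 6 of the 37 TNF-α genes from these libraries, and of the other 31 members 21 were positive. Without that library the TNF-α list did not pass (adjusted p = 0.127, the highest of the 6 leave-outs). In Ly6C lo macrophages the TNF-α list was also higher, with 28 of 37 positive (camera, adjusted p = 2.96e-05, and adjusted p = 0.588 with an estimated correlation), and the IFN-β list was lower, with 36 of 42 negative (camera, adjusted p = 9.74e-06, and adjusted p = 0.621 with an estimated correlation). Fibroblast markers rose in that comparison too at the preset correlation, though not with an estimated one.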

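*Osm*, a cytokine of the IL-6 family, was higher in Cre-negative Ly6C hi than in Cre-negative Ly6C lo macrophages, with a log2 fold change of 0.84 (adjusted p = 0.00924 from edgeR, 3 libraries per group). The interleukin *Il18* and the monocyte chemokine *Ccl2* were also higher, with log2 fold changes of 1.06 (adjusted p = 0.00943) and 1.21 (adjusted p = 0.0386). *Il12b*, a subunit of IL-12, was lower in Ly6C hi, with a log2 fold change of -3.67 (standard error 0.554, adjusted p = 0.00113), as was the TNF receptor adaptor *Traf1*, with -1.34 (adjusted p = 0.00782). *Il1b* had a log2 fold change of 0.66 (standard error 0.333, adjusted p = 0.314) and passed in 3 of the 17 alternative settings. Of the 22 measured inflammatory cytokines and mediators, 3 rose and 1 fell in Ly6C hi macrophages of Cre-negative mice, with 15 positive (5 higher and 2 lower adjusted over the list alone), and the list as a whole did not pass (camera, adjusted p = 0.0967). In Cre-positive mice 5 rose and 1 fell (6 and 1 adjusted over the list alone), and the list passed (camera, adjusted p = 0.00424, and adjusted p = 0.561 with an estimated correlation). The difference between these comparisons, tested as the interaction of deletion and subset, did not pass for the list (camera, adjusted p = 0.205). The call of *Ccl2* was lost in 6, that of *Il18* in 2 and that of *Osm* in 1 of the 17 alternative settings.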

In support of SETDB2 regulating the inflammatory phenotype, these proinflammatory genes were more enriched in the Ly6C^hi^ macrophage population, which exhibits an increased inflammatory signature compared with the Ly6C^lo^ macrophage subtype. 

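IFN-β response genes were higher in Ly6C hi than in Ly6C lo macrophages of Cre-negative mice, where 15 of 42 measured members rose and none fell (34 adjusted over the list alone). Guanylate-binding and IFN-γ response genes, which act against intracellular pathogens, were also higher, with 7 of 19 past the threshold (12 adjusted over the list alone). MHC class II genes, which present antigen to helper T cells, were lower, with 6 of 11 past the threshold (9 adjusted over the list alone), and of 25 reparative macrophage genes 11 fell and 1 rose. With camera's preset correlation the adjusted p values were 9.45e-24 for the IFN-β response, 3.51e-09 for the guanylate-binding genes, 2.05e-12 for MHC class II and 3.65e-09 for the reparative genes. In the same order the calls were lost with an estimated correlation (adjusted p = 0.259, 0.0986, 0.206 and 0.0904 with an estimated correlation). In Cre-positive mice 30 of 42 IFN-β response genes rose (camera, adjusted p = 5.03e-29, and adjusted p = 0.18 with an estimated correlation), and the Ly6C hi monocyte markers rose in all 15 measured members. The deletion effect differed between subsets for the Ly6C hi monocyte markers, which moved up in Ly6C hi relative to Ly6C lo in 14 of 15 members (camera, adjusted p = 0.00124, and adjusted p = 0.968 with an estimated correlation, lost in 3 of 12 leave-outs and reaching 0.168 without the Cre-negative Ly6C hi library of median depth). Gene ontology terms were not tested here, since the lists were fixed by hand before the data were examined.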

To further delineate the downstream pathways regulated by SETDB2, we performed gene ontology (GO) analysis on the DEGs, and it supported the unique transcriptional signatures between Ly6C^hi^ and Ly6C^lo^ subpopulations in wound macrophages (Figure 1D and Supplemental Figures 1–3). Additionally, pathways including immune response, response to LPS, and cytokine activity were also upregulated in Setdb2-deficient Ly6C^hi^ macrophages, further supporting the role of SETDB2 in limiting the inflammatory phenotype of this subpopulation. Furthermore, pathway analysis of the Setdb2-deficient Ly6C^hi^ macrophage subpopulation revealed increased activation of IL-1R and NF-κB signaling, providing additional support for SETDB2 in negatively regulating these inflammatory pathways (Supplemental Figure 4). 

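*Areg*, an epidermal growth factor family ligand, was at 17.6 CPM in Setdb2-deficient and 3.98 CPM in control Ly6C hi macrophages, a log2 fold change of 2.10 (standard error 0.452, adjusted p = 0.458 from edgeR, 3 libraries per group). *Osm*, an IL-6 family cytokine, was at 329 ± 103 CPM (SD, n = 3) and 172 ± 28.0 CPM (SD, n = 3), a log2 fold change of 0.93 (standard error 0.173, adjusted p = 0.252 from edgeR), and with both subsets taken together it passed, with a log2 fold change of 0.80 (standard error 0.122, adjusted p = 0.0395 from edgeR). The neutrophil chemokine *Cxcl1* had a log2 fold change of 1.55 (standard error 0.543) and its relative *Cxcl5* of 4.23 (standard error 1.19). The heat shock protein gene *Hspa1b*, at 11.1 CPM against 4.63 CPM, had a log2 fold change of 1.28 (standard error 0.219, adjusted p = 0.213). Immediate early and heat shock genes, which macrophages induce within minutes of stimulation, rose as a group, with 22 of 30 measured members positive and 4 past the threshold adjusted over the list alone (camera, adjusted p = 2.44e-05, and adjusted p = 0.415 with an estimated correlation), and the study names 3 of the 30. The deepest Cre-negative Ly6C hi library decided that call, as the adjusted p was 0.108 without it. In both subsets together, 13 of the 22 inflammatory cytokines and mediators passed adjusted over the list alone and 1 of them, *Osm*, over all genes (camera, adjusted p = 6.90e-18, and adjusted p = 0.237 with an estimated correlation). Libraries of this line with neighbouring numbers, 1 of each subset, correlated at 0.137. The comparison over both subsets did not allow for this, so its p values can be too small. By DESeq2, *Osm* (adjusted p = 0.00131), *Areg* (adjusted p = 0.0029) and the transcription factor *Egr3* (adjusted p = 0.0195) passed in Ly6C hi. Without the Cre-positive Ly6C hi library highest in *Il1b* the log2 fold changes were 1.23 for *Areg*, 0.67 for *Osm*, 0.60 for *Cxcl1* and 3.05 for *Cxcl5*, and the call of *Osm* in both subsets was lost in 11 of 22 alternative settings. From the immune response, LPS response and cytokine activity terms found in Figure 1D, the paper reasons that SETDB2 limits the inflammatory phenotype of Ly6C hi macrophages.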

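*Il1rap*, the accessory chain of the IL-1 receptor, was at 59.5 CPM in Setdb2-deficient and 36.4 CPM in control Ly6C hi macrophages, a log2 fold change of 0.70 (standard error 0.15, adjusted p = 0.458 from edgeR, 3 libraries per group, and adjusted p = 0.0072 over the list alone). Its ligand *Il1a* had a log2 fold change of 2.74 (standard error 0.753), which became 1.98 without the Cre-positive library highest in *Il1b*. Among NF-κB subunits, *Nfkb1* was at 367 CPM against 312 CPM (log2 fold change 0.23, standard error 0.147), *Rel* had a log2 fold change of 0.31 (standard error 0.174) and *Relb* of 0.10 (standard error 0.129), with adjusted p = 0.652, 0.63 and 0.857, and without that library these were 0.13, 0.01 and 0.04. The NF-κB target *Ier3*, an early response gene, had a log2 fold change of 0.72 (standard error 0.198, adjusted p = 0.471), between 0.434 and 0.907 when 1 library was left out. NF-κB target genes rose as a group, with 28 of 34 measured members positive and 5 past the threshold adjusted over the list alone (camera, adjusted p = 3.81e-06, and adjusted p = 0.529 with an estimated correlation). IL-1R pathway genes rose as a group, with 20 of 26 positive and 3 past the threshold adjusted over the list alone (camera, adjusted p = 0.00231, and adjusted p = 0.415 with an estimated correlation). The study names 12 of the 34 and 5 of the 26 from these libraries, and of the other members 16 of 22 and 15 of 21 were positive. The NF-κB list did not pass without that same library (adjusted p = 0.203, the highest of the 6 leave-outs). Its mean log2 fold change was 0.447, and other splits of the same libraries into groups reached 0.554 in size, so chance is not excluded. Over all genes, no member of either list passed by edgeR in Ly6C hi, while *Il1rap* did by DESeq2 (adjusted p = 0.024). The deletion effect on *Il1rap* was larger in Ly6C hi than in Ly6C lo by 0.63 on the log2 scale without passing (adjusted p = 0.999), and neither list differed between the subsets (camera, adjusted p = 0.181 for the IL-1R pathway and 0.339 for the NF-κB targets).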

Because changes in gene expression may not necessarily reflect alterations in chromatin structure due to SETDB2 deletion, we next performed ATAC-Seq on FACS-isolated CD3^–^CD19^–^Ly6G^–^CD11b^+^Ly6C^+^GFP^+^ cells from wounds of *Setdb2^fl/fl^ Lyz2^Cre+^* and Cre-negative controls to interrogate chromatin accessibility in Setdb2-deficient wound macrophages, with particular attention given to the inflammatory-related genes identified by RNA-Seq in Figure 1A. 

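Accessible regions were compared over 59647 peaks that could be tested, in Ly6C hi and Ly6C lo macrophages from day 5 wounds. The gains with the smallest p in Setdb2-deficient Ly6C hi macrophages lay in a promoter region of *Kcnh2*, a potassium channel gene, on chromosome 5 from 24348031 to 24348863 (log2 fold change 2.39, standard error 0.368, adjusted p = 2.81e-06 from edgeR), and in an intron of *Dock2*, a regulator of leukocyte migration, on chromosome 11 from 34681682 to 34683072 (log2 fold change 2.33, standard error 0.36, adjusted p = 2.81e-06 from edgeR). In all, 301 peaks gained and none lost accessibility in Ly6C hi (2912 and 327 at an unadjusted p under 0.05, and 73 and none by DESeq2). The count in Ly6C hi was 8 and 136 without either deficient library, 101 with all libraries thinned to equal depth and 133 with the trend with peak level removed. The table holds 6 libraries, 1 control and 2 Setdb2-deficient libraries in each subset, although 8 samples are labelled as ATAC-Seq, so the lone control of each subset was taken to vary like the deficient libraries. The labels call the control animals C57BL6, while the paper describes Cre-negative littermates. Counts in peaks totalled 29121981 in the Ly6C hi and 27131449 in the Ly6C lo control, 5761796 and 6019653 in the deficient Ly6C hi libraries, and 11617224 and 6352878 in the deficient Ly6C lo libraries. The submitters' notes name BWA and MACS2 for the processing without versions, and the peaks are numbered without coordinates. Positions were therefore taken from the first 1727 lines of Supplemental Table 2, the part used here, of which 1714 matched exactly 1 peak by their values (tolerance 5e-04) and 13 matched more than 1. Their genome build is not stated in the table, and for 1609 of 1706 peaks whose annotated gene is in the GRCm38 gene table, the gene coordinates given lay within 1000 bp of that gene there. Counts were scaled by TMM and tested with edgeR's quasi-likelihood model over all groups. In data simulated in the same way as for the RNA-Seq, 5.97% of peaks changed 2-fold and 56.1% of peaks changed 4-fold were recovered.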

Our ATAC-Seq analysis identified increased chromatin accessibility within inflammatory genes (*Il1b*, *Nfkb1*, *Relb*, *Rel*, *Cxcl2*) in Setdb2-deficient Ly6C^hi^ wound macrophages compared with Setdb2-competent Ly6C^hi^ cells (Figure 1E) (Supplemental Table 2). 

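At the promoter of *Cxcl2*, a neutrophil chemokine, the peak on chromosome 5 from 90903080 to 90904408 was at 104 and 85.4 CPM in the Setdb2-deficient Ly6C hi libraries and at 130 CPM in the control, a log2 fold change of -0.45 (standard error 0.385, adjusted p = 1 from edgeR). In Ly6C lo macrophages it was at 90.2 and 75.4 CPM against 140 CPM, a log2 fold change of -0.76 (standard error 0.381, adjusted p = 0.505). This peak is among the highest 10% of peaks by mean CPM. Those peaks had a median log2 fold change of -0.364 in Ly6C hi and -0.386 in Ly6C lo, so the Ly6C hi value is near that of strong peaks in general. A peak in the 3' UTR of Setdb2 itself, on chromosome 14 from 59423236 to 59423814, rose from 0.779 CPM in the control to 4.30 and 4.17 CPM in the deficient Ly6C hi libraries (log2 fold change 2.43, standard error 0.646, adjusted p = 0.039 from edgeR, and 0.13 by DESeq2). The positions used here cover 4 of 51 genes looked up within 5000 bp, which were inflammatory and NF-κB genes and Setdb2, itself covered. *Il1b*, *Nfkb1*, *Relb* and *Rel* are not among those covered, so the loci of these genes were not analysed here. Other *Cxcl2* peaks may also lie in the lines of the table not used. The transcript of *Cxcl2* was at 561 CPM in Setdb2-deficient and 387 CPM in control Ly6C hi macrophages (log2 fold change 0.53, standard error 0.279, adjusted p = 0.606), and 0.04 without the Cre-positive library highest in *Il1b*. Adjusted over the positioned loci alone, the *Cxcl2* peak had an adjusted p = 0.32 in Ly6C hi and 0.0469, as lower, in Ly6C lo by edgeR. The Ly6C lo value is no separate test, since all 4 positioned loci had an unadjusted p under 0.05 from edgeR there. Without either deficient Ly6C hi library its log2 fold change lay between -0.60 and -0.32.

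**Figure D3:**
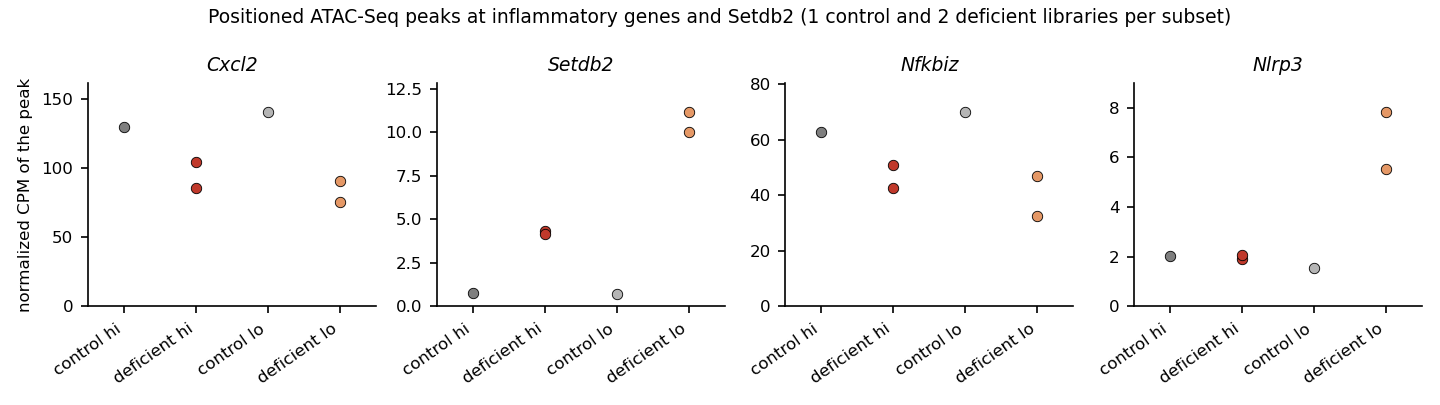
Accessibility, in normalized CPM, of the peaks at *Cxcl2*, Setdb2, *Nfkbiz* and near *Nlrp3* in the 6 ATAC-Seq libraries. Each point is a library, with 1 control and 2 Setdb2-deficient libraries per subset. The Setdb2 peak is higher and the *Cxcl2* peak lower in the deficient libraries, and strong peaks in general were also lower there.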

There were 2 additional noteworthy findings from these initial unbiased sequencing results. First, as we had previously shown (22), SETDB2 leads to silencing of inflammatory genes by promoting a closed chromatin configuration via trimethylation of H3K9. Second, SETDB2 regulates chromatin accessibility in NF-κB–binding regions in inflammatory gene promoters, which again corroborated previous findings that SETDB2 transcriptionally targeted NF-κB–bound promoter regions. 

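The promoter peak of *Nfkbiz*, an NF-κB target that encodes an inducible IκB protein, on chromosome 16 from 55838360 to 55839471, had a log2 fold change of -0.42 (standard error 0.335) in Setdb2-deficient Ly6C hi and of -0.81 (standard error 0.33, adjusted p = 0.341) in Setdb2-deficient Ly6C lo macrophages. The highest 10% of peaks by mean CPM, which include it, had median log2 fold changes of -0.364 and -0.386 in these subsets. Near *Nlrp3*, an inflammasome sensor, a peak on chromosome 11 from 59571038 to 59571367 had a log2 fold change of -0.04 (standard error 0.703) in Ly6C hi and of 2.09 (standard error 0.713, adjusted p = 0.19) in Ly6C lo, and its nearest gene is an olfactory receptor gene. Neither peak passed over all peaks tested with edgeR. Adjusted over the positioned loci alone, the *Nfkbiz* peak had an adjusted p = 0.0184 and the *Nlrp3* peak one of 0.00674 in Ly6C lo. All 4 positioned loci had an unadjusted p under 0.05 from edgeR in Ly6C lo, so the lines with positions may favour small p values there. That adjustment is therefore no separate test. The NF-κB binding motif within the peaks was not analysed here, as no genome sequence was at hand. From the accessibility changes, the paper concludes that SETDB2 regulates access to NF-κB-binding regions in inflammatory gene promoters.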

Since we identified that SETDB2 specifically regulates NF-κB–binding regions in the promoter regions of inflammatory genes, we sought to more specifically examine the interactions between SETDB2 and NF-κB at known NF-κB target genes. Murine BM-derived macrophages (BMDMs) were isolated and treated with IFN-β (10 U/mL; 8.5 ng/mL), which we previously determined to be a potent upstream regulator of SETDB2, with or without an NF-κB inhibitor (BAY 11-7082, 10 μM). ChIP analysis for H3K9me3, the repressive epigenetic mark deposited by SETDB2, at inflammatory gene promoters was then performed. IFN-β resulted in an expected increase in H3K9me3 at the *Il1b* and *Tnf* promoters, and this H3K9 trimethylation was reversed by treatment with an NF-κB inhibitor (Figure 1, F and G). Taken together, these data indicate that SETDB2 represses NF-κB–dependent inflammatory gene expression by regulating chromatin accessibility within these genes, and paradoxically, NF-κB positively regulates SETDB2 function at these gene promoters.

### STAT3 regulates SETDB2 expression in human and murine wound macrophages and is required for normal wound healing.

We investigated the upstream transcription mechanisms regulating *SETDB2* expression in macrophages in response to injury. We used a combination of in silico, in vitro, and in vivo approaches to identify TFs regulating expression of *SETDB2*. Because our group has previously identified that STAT proteins regulate *SETDB2* expression, we analyzed the human *SETDB2* promoter for predicted STAT binding sites. Using the publicly accessible database of TF binding, JASPAR, we examined various STAT protein binding sites and found that STAT3 was the most predominant STAT TF predicted to bind to the *SETDB2* promoter. We identified 24 putative STAT3 binding sites within the human *SETDB2* promoter, which also overlapped with multiple features of active transcription including H3K27Ac, H3K4me3, and open chromatin DNase Hypersensitive Sites (DHS), which were all identified using the UCSC Genome Browser (https://genome.ucsc.edu/) (Figure 2A) (33, 34). Although we had previously identified the importance of STAT1 in regulating *SETDB2* in macrophages (22), based on our more recent and robust data of scRNA-Seq of human wounds as well as analysis of TF binding to the *SETDB2* promoter, we determined that STAT3 was the most strongly and abundantly expressed STAT member in wound macrophages (Figure 2B). Additionally, to further examine the relationship between STAT3 and SETDB2, we performed Pearson correlation analysis in macrophages in our scRNA-Seq of skin wounds from patients. We found that *STAT3* and *SETDB2* exhibited a significant and very strong correlation in human wound macrophages (Figure 2C). Next, to confirm Stat3 binding to the *Setdb2* promoter, we isolated murine macrophages and performed ChIP for Stat3. We identified significant Stat3 enrichment at the *Setdb2* promoter over an IgG^–^ control antibody (Figure 2D). To localize the effect of STAT3 function to the *SETDB2* promoter, we cloned a 3 kb fragment of the human *SETDB2* transcription start site into a pGL3 luciferase vector and measured its activity in BMDMs. As shown in Figure 2E, *SETDB2* promoter activity increased 2-fold in BMDMs treated with IFN-β, and this increase was inhibited by treatment with the JAK1/3 inhibitor tofacitinib (100 μM). Furthermore, in vivo wound macrophages (CD3^–^CD19^–^Ly6G^–^CD11b^+^Ly6C^+^) isolated from *Stat3^fl/fl^ Lyz2^Cre+^* mice and Cre-negative littermate controls exhibited decreased *Setdb2* expression (Figure 2F), and treatment of BMDMs with tofacitinib decreased *Setdb2* expression (Figure 2G). 

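*Setdb2*, the histone methyltransferase gene, was at 30.2 ± 2.76 CPM (SD, n = 4 libraries) in Stat3-deficient and 38.3 ± 9.33 CPM (SD, n = 4) in control Ly6C hi wound macrophages, a log2 fold change of -0.35 (standard error 0.221, adjusted p = 0.587 from edgeR). In Ly6C lo macrophages *Setdb2* was at 26.7 ± 5.55 CPM (SD, n = 4) and 26.9 ± 2.83 CPM (SD, n = 4), a log2 fold change of -0.01 (standard error 0.221). With both subsets together, the log2 fold change of *Setdb2* was -0.18 (standard error 0.156, adjusted p = 0.913 from edgeR). None of these differences passed. The Ly6C hi value for *Setdb2* moved to -0.09 when scaled by library totals and to -0.19 without KM-13. The paper states that STAT3 regulates *Setdb2* expression in wound macrophages.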

Next, to examine STAT3 kinetics throughout normal wound healing, we harvested wound macrophages (CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^Ly6C^+^) from mice on days 0 and 5 after wounding and performed Western blotting for STAT3. STAT3 significantly decreased from day 0 to day 5, indicating that it is highly dynamic throughout wound healing (Figure 2H). Finally, to test the role of STAT3 in macrophages during wound repair, we wounded *Stat3^fl/fl^ Lyz2^Cre+^* and Cre-negative controls and measured wound size throughout healing using NIH ImageJ software. Myeloid cell–specific deletion of Stat3 resulted in smaller wounds at earlier time points; however, at day 5, loss of Stat3 in macrophages led to modestly larger wounds, suggesting that Stat3 regulates macrophage phenotype during wound repair in a time-dependent manner (Figure 2I). Taken together, these results suggest that STAT3 is dynamic throughout wound healing, drives *SETDB2* expression in both human and murine wound macrophages during this process, and regulates wound healing in a time-dependent manner.

### STAT3 inhibits the physical interaction between SETDB2 and NF-κB in wound macrophages.

Since we identified that SETDB2 selectively targeted NF-κB–bound promoter regions and that NF-κB was required for SETDB2 activity at inflammatory gene promoters, we examined the protein-protein interactions between SETDB2 and NF-κB. Hence, we performed an expression-interaction analysis in macrophages from our single-cell RNA-Seq (scRNA-Seq) dataset of human wounds to identify candidate SETDB2 binding partners in a cell type–specific manner. We identified the highest interaction scores between SETDB2, RELA (NF-κB component) (interaction score 0.50), and STAT3 (interaction score 0.40) (Figure 3A). To confirm SETDB2 binding to 1 or more of these TFs, we performed glutathione-*S*-transferase (GST) pulldown assays using recombinant GST-SETDB2 versus a GST-only negative control in BMDM lysate. We identified NF-κB component p65 (RELA) and STAT3 as SETDB2 binding partners (Figure 3B). Notably, RELA and STAT3 exhibited similar binding strengths to SETDB2 relative to their inputs, consistent with interaction scores of 0.50 and 0.40, respectively, in our candidate interaction analysis, further supporting our findings.

Given the similar interaction scores between STAT3 and RELA and equal binding stoichiometry of STAT3 and RELA to GST-SETDB2, we hypothesized that STAT3 perhaps altered binding of RELA and SETDB2. To test this, we first performed Setdb2 immunoprecipitation in BMDMs treated with a Stat3 inhibitor (cryptotanshinone, 1 μM). Stat3 inhibition increased the association between Setdb2 and RelA, suggesting that indeed Stat3 negatively regulated Setdb2/RelA binding (Figure 3C). Additionally, we performed coimmunoprecipitation of endogenous Setdb2 and RelA in BMDMs deficient in Stat3 (*Stat3^fl/fl^ Lyz2*^Cre+^) versus Cre-negative littermate controls. More NF-κB bound to Setdb2 in the Stat3-deficient macrophages compared with controls, confirming our previous findings that Stat3 interfered with the Setdb2/RelA interaction. Notably, in this same set of experiments, IFN-β resulted in a modest increase in NF-κB binding to Setdb2, which is consistent with our RNA-Seq and ATAC-Seq findings of regulation of NF-κB–dependent promoters by Setdb2 and our prior findings that Setdb2 activity is regulated by IFN-β (Figure 3D). To test the effect of Stat3 on Setdb2 and RelA binding in macrophages, we performed ChIP for Setdb2 and RelA in *Stat3^fl/fl^ Lyz2*^Cre+^ or Cre-negative littermate control BMDMs and found increased enrichment of both Setdb2 and NF-κB in Stat3-null macrophages at *Il1b* and *Il6* promoters compared with *Stat3^fl/fl^ Lyz2^Cre–^* macrophages (Figure 3, E and F). We performed this same set of experiments in in vivo wound macrophages (CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^) isolated on day 5 and found increased Setdb2 and RelA binding to the *Il1b* promoter in Stat3-deficient macrophages (Supplemental Figure 5). Taken together, these results identify that STAT3 can inhibit NF-κB and SETDB2 binding interactions in wound macrophages, and thus, levels of STAT3 may be critically important for the precise control of inflammatory gene expression by both a direct effect on *SETDB2* expression as well as interference with the SETDB2/NF-κB binding interactions at inflammatory gene promoter sites.

### STAT3 and SETDB2 coregulate inflammatory gene expression in wound macrophages.

Given the important role of STAT3 in regulating both *SETDB2* expression and SETDB2 activity, we examined the transcriptional targets of STAT3 during wound healing. We selected the day 5 time point after wound healing similar to our earlier RNA-Seq and ATAC-Seq analyses in *Setdb2^fl/fl^ Lyz2^Cre^* mice in order to ensure accurate comparisons between STAT3 and SETDB2 deletion. Wound macrophages were isolated from *Stat3^fl/fl^ Lyz2^Cre+^* and Cre-negative littermate controls day 5 after wounding and then sorted by FACS for CD3^–^CD19^–^Ly6G^–^CD11b^+^Ly6C^+^ and separated into Ly6C^hi^ and Ly6C^lo^ populations. 

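Stat3 itself, the gene floxed in this line, was at 398 ± 103 CPM (SD, n = 4 libraries) in Cre-negative and 331 ± 90.8 CPM (SD, n = 4) in Cre-positive Ly6C hi macrophages, and at 334 ± 60.1 CPM (SD, n = 4) and 311 ± 54.6 CPM (SD, n = 4) in Ly6C lo macrophages. As counts cover the whole gene, transcripts without the floxed part can be included. The data are raw counts of 25031 genes in 16 libraries, 4 per genotype and subset. Total counts per Cre-negative library were 14694848 to 34198496 in Ly6C hi and 18268380 to 22343367 (median 20696353) in Ly6C lo. In Cre-positive mice they were 20659553 to 34320424 in Ly6C hi and 15559089 to 24686820 in Ly6C lo. The Cre-negative Ly6C hi libraries stood apart, with Spearman correlations to their own group of 0.859 to 0.888 against 0.907 to 0.942 in the other groups of this line. In 1 of them, KM-15, ribosomal RNA made up 65.5% of counts. The authors' steps are those given for the Setdb2 line, and genes with fewer counts in total than there are libraries are absent. For Figure 4A the paper gives 6 mice per group. After the same filter 17806 genes were tested with the same model over all 4 groups. By chance about 890 of these would pass at an unadjusted p under 0.05. With 4 libraries against 4, the smallest exact permutation p is 0.0286. In data simulated in the same way as for the Setdb2 line, 2.99% of genes changed 2-fold and 50% of genes changed 4-fold were recovered. In the Ly6C hi comparison the median log2 fold change of all genes was 0.33 with library totals and 0.02 with TMM.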

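*Il17c*, an IL-17 family cytokine gene on chromosome 8, was at least 24.8-fold higher in Stat3-deficient than in control Ly6C hi macrophages, at 0.796 CPM with 13 to 38 counts per library against 0 counts in all 4 controls, taking 3 counts over the group as the floor (adjusted p = 0.082 from edgeR). These controls are the group that stood apart. In Ly6C lo its counts were 3 to 24 in Cre-negative libraries, at least 20.4-fold above the same controls, and 21 to 120 in Cre-positive libraries. Cre-negative Ly6C hi libraries of the Setdb2 line had 7 to 17 counts and Cre-positive ones 1 to 11. *Cebpd*, a transcription factor induced by IL-17, had a log2 fold change of -0.91 (standard error 0.261, adjusted p = 0.185), and the adaptor *Traf6*, shared by IL-17 and IL-1 receptors, one of 0.50 (standard error 0.185, adjusted p = 0.297). The IL-1 receptor gene *Il1r1* had a log2 fold change of -0.26 (standard error 0.631, adjusted p = 0.921) in Ly6C hi, which turned to 0.11 without the Cre-negative library KM-13. *Lcn2*, an antibacterial IL-17 target, had a log2 fold change of -3.06 (standard error 0.893, adjusted p = 1 from edgeR) in Ly6C lo macrophages. Of 26 measured IL-17 pathway genes, 11 were positive in Ly6C hi, none passed over all genes by edgeR, and 1 was higher and 1 lower adjusted over the list alone (camera, adjusted p = 0.982). The study names 9 of them from these libraries. Of 26 IL-1R pathway genes 14 were positive (camera, adjusted p = 0.982). In Ly6C lo the camera test gave adjusted p = 0.118 for the IL-17 and 0.577 for the IL-1R pathway, and in both subsets together 0.556 and 0.911. *Il17c* passed by DESeq2, where 369 genes passed in Ly6C hi, against 1 by edgeR with 995 higher and 1071 lower at an unadjusted p under 0.05 (1715 and 313 with library totals in place of TMM).

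**Figure D4:**
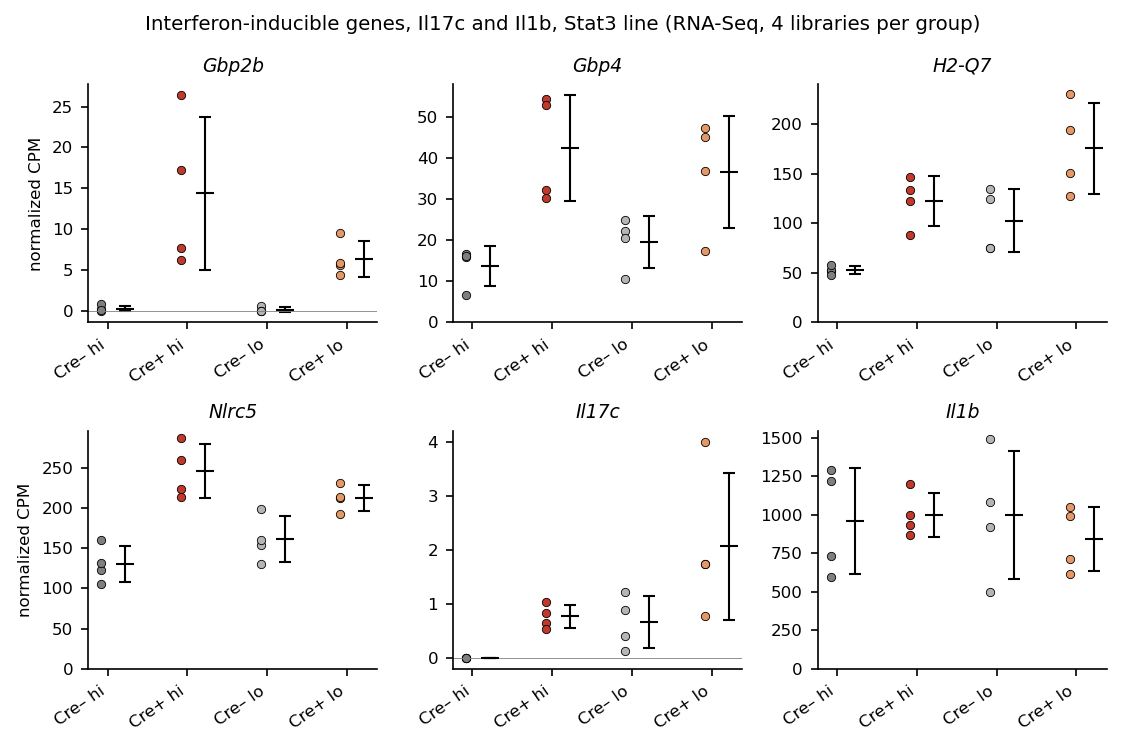
Normalized CPM of *Gbp2b*, *Gbp4*, *H2-Q7*, *Nlrc5*, *Il17c* and *Il1b* in the 16 libraries of the Stat3 line, by genotype and subset. Points are libraries and bars the mean and SD of 4 libraries; *Il17c* is at 0 in every Cre-negative Ly6C hi library, and *Il1b* overlaps between genotypes.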

We then performed RNA-Seq on these wound macrophages and found increased expression of genes in critical inflammatory gene pathways, including the IL-17 and IL-1BR pathways, in wound macrophages deficient in Stat3 (Figure 4A and Supplemental Table 3). Additionally, similar to our findings observed in *Setdb2^fl/fl^ Lyz2^Cre+^* wound macrophages (Figure 1), inflammatory transcriptional targets of Stat3 were higher in the Ly6C^hi^ macrophage population, consistent with the proinflammatory macrophage phenotype of this subpopulation. 

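*Ly6c2* and *Chil3* were higher in Ly6C hi than in Ly6C lo macrophages of Cre-negative mice of the Stat3 line, with log2 fold changes of 3.54 (adjusted p = 0.0147 from edgeR, 4 libraries per group) and 3.56 (adjusted p = 0.025). The glutathione transferase *Mgst1*, a marker of the monocyte state, was higher by 3.69 on the log2 scale (adjusted p = 0.00367, and 2.81 without KM-13), and *Ccr7* was lower, with a log2 fold change of -5.88 (adjusted p = 0.031). The call was lost in 7 of 17 alternative settings for *Ccr7*, in 5 of 18 for *Chil3* and in 1 of 18 each for *Ly6c2* and *Mgst1*. Between genotypes in Ly6C hi, *Il1b* was at 1000 ± 144 CPM (SD, n = 4) in Stat3-deficient and 960 ± 346 CPM (SD, n = 4) in control macrophages, with a log2 fold change of 0.06 (standard error 0.31, adjusted p = 0.97 from edgeR) that turned negative without KM-14, KM-15 or KM-6 (-0.11, -0.07 and -0.03). *Il6* had a log2 fold change of -0.20 (standard error 0.659) and *Tnf* of -0.04 (standard error 0.487, adjusted p = 0.988), which became 1.01 and 0.78 without the Cre-negative library KM-13. Of 25 measured inflammatory cytokines and mediators, 10 were positive on Stat3 deletion in Ly6C hi (camera, adjusted p = 0.982), and the list did not differ between the subsets of Cre-negative mice (camera, adjusted p = 0.167). Of 16 Ly6C hi monocyte markers 7 rose in Ly6C hi of Cre-negative mice (11 adjusted over the list alone, camera, adjusted p = 2.23e-20, and adjusted p = 0.00847 with an estimated correlation). Over all genes 155 were higher and 138 lower in Ly6C hi of Cre-negative and 4 higher in Ly6C hi of Cre-positive mice, and with library totals in place of TMM the Cre-negative counts were 11 and 207. The count for Cre-negative mice ran from 27 to 765 genes when 1 library was left out, the highest without KM-16.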

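Guanylate-binding and IFN-γ response genes rose as a group in Stat3-deficient Ly6C hi macrophages, with 20 of 21 measured members positive and 5 past the threshold adjusted over the list alone (camera, adjusted p = 1.09e-07, and adjusted p = 0.312 with an estimated correlation). In the same comparison T and NK cell markers, with 21 of 23 positive (camera, adjusted p = 0.0195, and adjusted p = 0.966 with an estimated correlation), and fibroblast markers, with 18 of 18 positive (camera, adjusted p = 4.01e-04, and adjusted p = 0.966 with an estimated correlation), also rose, and its Cre-negative libraries had Spearman correlations of 0.859 to 0.888 to their own group. *Gbp4*, a GTPase that acts against intracellular pathogens, was at 42.5 CPM in Stat3-deficient and 13.8 CPM in control macrophages, a log2 fold change of 1.63 (standard error 0.371, adjusted p = 0.104 from edgeR). *H2-Q7*, a nonclassical MHC class I gene, was at 123 CPM against 52.4 CPM, a log2 fold change of 1.23 (standard error 0.241), and *Nlrc5*, the transactivator of MHC class I genes, at 245 CPM against 130 CPM, a log2 fold change of 0.92 (standard error 0.181), each with adjusted p = 0.082. In both subsets together *Gbp2b* passed, with a log2 fold change of 5.63 (standard error 0.798, adjusted p = 0.0128 from edgeR), and the guanylate-binding list passed also with an estimated correlation (camera, adjusted p = 2.65e-16, and adjusted p = 0.0261 with an estimated correlation). IFN-β response genes had 29 of 42 members positive in Ly6C hi without passing (camera, adjusted p = 0.144), with the transcription factor *Stat1* at 64.5 CPM against 35.9 CPM (log2 fold change 0.85, standard error 0.223, adjusted p = 0.148). In Ly6C lo, 35 of 42 were positive (camera, adjusted p = 1.25e-04, and adjusted p = 0.931 with an estimated correlation), and this call was lost without KM-2 (adjusted p = 0.872, the highest of the 8 leave-outs). TNF-α signaling genes had 15 of 40 members positive in Ly6C hi (camera, adjusted p = 0.766), and in both subsets together the test gave adjusted p = 0.971. The study names 3 of the 21 guanylate-binding genes and 6 of the 40 TNF-α genes from these libraries. The adjusted p of *Gbp2b* was 0.0666 without KM-6 and 0.107 with quality weights, the only 2 of 25 alternative settings that ended its call.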

To identify significant regulatory pathways downstream of Stat3, we performed GO analysis of DEGs in *Stat3^fl/fl^ Lyz2^Cre+^* wound macrophages and identified upregulation of genes involved in the IFN-β and TNF-α signaling pathways in the Stat3-deficient macrophages (Figure 4, B and C). Furthermore, we validated our RNA-Seq data and coregulation between Stat3 and Setdb2 by performing quantitative PCR (qPCR) for a subset of proinflammatory genes that were upregulated in *Setdb2^fl/fl^ Lyz2^Cre+^* macrophages. We observed increased expression of inflammatory cytokines including *Il1b*, *Il6*, and *Il12a* in *Stat3^fl/fl^ Lyz2^Cre+^* BMDMs compared with controls (Figure 4, D–F).

Based on our observation that SETDB2 and STAT3 physically interacted and were both involved in the regulation of similar inflammatory genes, we examined whether they regulated overlapping signaling pathways. To address this, we performed GO analysis similar to above but specifically examined for enrichment of genes that were upregulated in both the *Setdb2^fl/fl^ Lyz2^Cre+^* and *Stat3^fl/fl^ Lyz2^Cre+^* wound macrophages. 

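*Lyz1*, the lysozyme gene beside *Lyz2*, was the gene with the clearest rise in both lines. With both subsets taken together, its log2 fold change was 3.21 (standard error 0.131, adjusted p = 1.47e-09 from edgeR) on Setdb2 deletion and 3.69 (standard error 0.339, adjusted p = 4.58e-05) on Stat3 deletion. On Setdb2 deletion *Hspa1b* was also higher, with a log2 fold change of 0.94 (standard error 0.15, adjusted p = 0.0493), and *Lyz2*, into which the Cre gene is inserted in this strain, was lower by -0.86 (standard error 0.121, adjusted p = 0.0223). At the adjusted threshold 3 genes were higher and 1 lower in Setdb2-deficient macrophages, among 14146 tested, and 2 were higher and none lower in Stat3-deficient macrophages, among 17806 tested. At an unadjusted p under 0.05, edgeR gave 475 higher and 402 lower on Setdb2 deletion and 618 higher and 612 lower on Stat3 deletion (360 and 463, and 793 and 196, with library totals in place of TMM). Chance alone would give about 707 genes in all on Setdb2 and 890 on Stat3 deletion. DESeq2 on the same genes passed 19 on Setdb2 deletion and 38 on Stat3 deletion after adjustment. The calls of *Hspa1b* and *Lyz2* were lost in 15 and 6 of 22 alternative settings. In the Setdb2 line the comparison over both subsets did not allow for the correlation of 0.137 between libraries of neighbouring numbers, so its p values can be too small.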

We found a total of 584 genes that were upregulated (compared with 438 downregulated) in Setdb2-deficient macrophages, and there were a total of 551 genes upregulated (compared with 746 downregulated) in Stat3-deficient macrophages (Figure 4G). Out of these, 12 common genes were upregulated and 19 common genes were downregulated in both *Setdb2^fl/fl^ Lyz2^Cre+^* and *Stat3^fl/fl^ Lyz2^Cre+^* macrophages. 

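*Lyz1* was the 1 gene past the adjusted threshold in the same direction in both lines, among 13839 genes tested in each. At an unadjusted p under 0.05, 4 genes were higher in both, with 11.5 expected by chance, and these were *Lyz1*, the growth factor receptor inhibitor *Errfi1*, the transcription factor *Gtf2ird1* and the stress response gene *Ndrg1*, the last 3 chosen after their values were seen. *Errfi1* had log2 fold changes of 0.78 on Setdb2 deletion and 0.49 on Stat3 deletion, and *Ndrg1* of 0.35 and 0.47. At the same threshold 17 genes were lower in both, with 12.9 expected (Fisher's exact test, p = 0.154). These counts came from 459 higher and 398 lower genes on Setdb2 deletion and 348 higher and 450 lower on Stat3 deletion. Across genes, the log2 fold changes of the lines had a Spearman correlation of -0.07, and genes are not independent replicates.

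**Figure D5:**
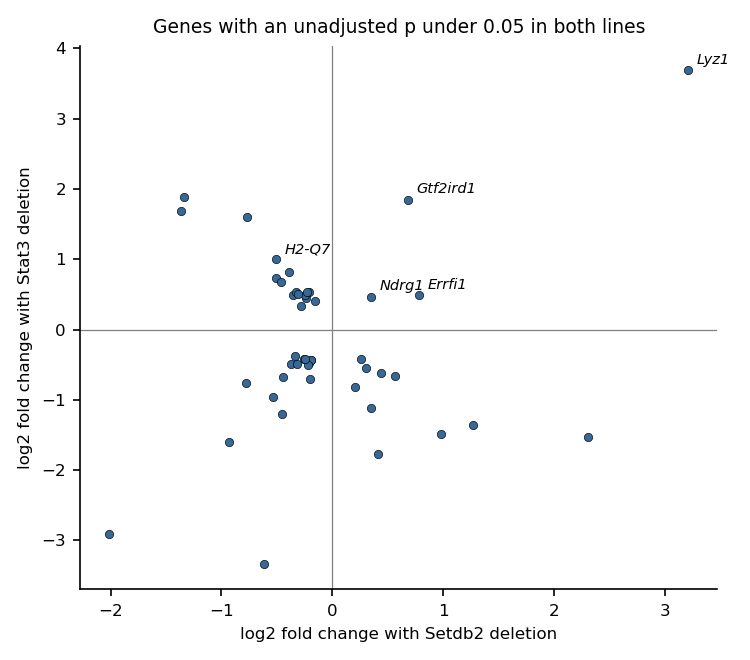
Log2 fold changes on Setdb2 and on Stat3 deletion, both subsets together, for genes with an unadjusted p under 0.05 from edgeR in both lines. Each point is a gene, and genes past that threshold in only 1 line or in neither are not drawn. *Lyz1* is among the 4 genes at the upper right, 17 genes lie at the lower left, and 16 and 10 have opposite signs.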

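*H2-Q7* and *H2-K1*, genes of MHC class I, had log2 fold changes of opposite sign in the lines and passed in neither by edgeR's quasi-likelihood test. On Stat3 deletion in both subsets *H2-Q7* passed by DESeq2 (adjusted p = 4.54e-04). With both subsets together *H2-Q7* had a log2 fold change of -0.51 on Setdb2 deletion and of 1.00 (standard error 0.169, adjusted p = 0.0787 from edgeR) on Stat3 deletion, and *H2-K1*, chosen after its values were seen, of -0.16 and 0.41. At an unadjusted p under 0.05 by edgeR, 16 genes were lower on Setdb2 and higher on Stat3 deletion, with 10 expected by chance (Fisher's exact test, p = 0.0444), and 10 were higher on Setdb2 and lower on Stat3 deletion, with 14.9 expected (Fisher's exact test, p = 0.934). No gene passed the adjusted threshold in opposite directions by edgeR or by DESeq2. Over the guanylate-binding and IFN-γ response list, 16 of 19 members were negative in Setdb2-deficient Ly6C lo macrophages (camera, adjusted p = 0.00202, and adjusted p = 0.588 with an estimated correlation, lost without the shallowest Cre-negative Ly6C lo library with adjusted p = 0.275) and 20 of 21 were positive in Stat3-deficient Ly6C lo macrophages (camera, adjusted p = 9.31e-15, and adjusted p = 0.0313 with an estimated correlation). In that Stat3 comparison all 17 measured neutrophil markers and all 9 measured B cell and plasma cell markers were negative.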

Similar analysis showed 29 genes that were downregulated in *Setdb2^fl/fl^ Lyz2^Cre+^* but upregulated in *Stat3^fl/fl^ Lyz2^Cre+^*, and there were 19 genes that were upregulated in *Setdb2^fl/fl^ Lyz2^Cre+^* that were downregulated in *Stat3^fl/fl^ Lyz2^Cre+^*. Within only the Ly6C^hi^ population, *Rasd1* and *Lyz1* were upregulated in both *Setdb2^fl/fl^ Lyz2^Cre+^* and *Stat3^fl/fl^ Lyz2^Cre+^* groups (Figure 4H). 

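*Lyz1* was at 139 ± 25.2 CPM (SD, n = 3) in Setdb2-deficient and 15.8 ± 1.76 CPM (SD, n = 3) in control Ly6C hi macrophages, a log2 fold change of 3.13 (standard error 0.185, adjusted p = 3.59e-07 from edgeR). In the Stat3 line it was at 131 ± 33.7 CPM (SD, n = 4) in Stat3-deficient and 9.12 CPM in control Ly6C hi macrophages, a log2 fold change of 3.81 (standard error 0.483, adjusted p = 0.00544 from edgeR). The rise was also present in Ly6C lo macrophages, with log2 fold changes of 3.29 (adjusted p = 1.76e-07) in the Setdb2 and 3.56 (adjusted p = 0.0118) in the Stat3 line. *Rasd1*, a Ras-related protein induced by glucocorticoids, was at least 34.9-fold higher in Stat3-deficient Ly6C hi macrophages, at 1.12 CPM with 4 to 51 counts per library against 0 counts in all 4 controls, taking 3 counts over the group as the floor (adjusted p = 0.082 from edgeR). These controls are the group that stood apart in this line. In Ly6C lo its counts were 6 to 23 in Cre-negative libraries, at least 20.1-fold above the same controls, and 8 to 66 in Cre-positive libraries. In the Setdb2 line *Rasd1* was removed by the filter on low counts, with 5 to 7 counts in Setdb2-deficient and 0 to 1 count in control Ly6C hi libraries. Tested without the filter it had an adjusted p of 0.611. *Lyz1* lies next to *Lyz2* on chromosome 10, from 117287795 to 117292868, and *Lyz2* carries the Cre insertion in both lines. The adjusted p of *Lyz1* in Stat3-deficient Ly6C lo macrophages was 0.0655 with library totals, 0.628 with only the groups compared, 0.106 without KM-12 and 0.0916 without KM-9, and in Ly6C hi it was 0.337 with library quality weights.

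**Figure D6:**
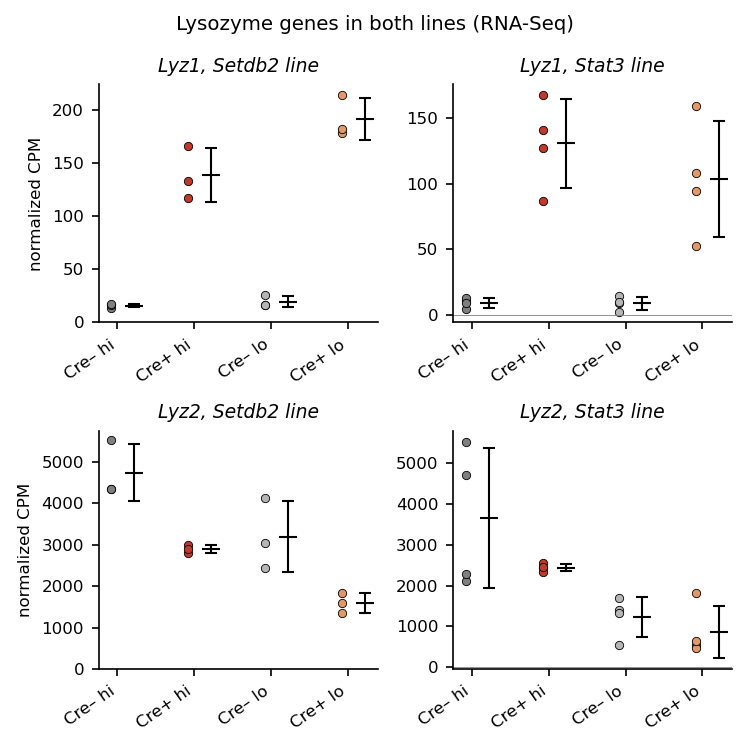
Normalized CPM of *Lyz1* and *Lyz2* in the 28 libraries of the Setdb2 and Stat3 lines, by genotype and subset. Points are libraries and bars the mean and SD; every Cre-positive library lies above every Cre-negative library for *Lyz1*.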

As additional confirmation of our findings that Stat3 inhibited downstream inflammatory gene expression, we performed pharmacologic inhibition of Stat3 in murine BMDMs by treating with cryptotanshinone (1 μM) for 6 hours. Stat3 inhibition in BMDMs led to increased expression of *Il6* and *Tnf* (Figure 4, I and J). Taken together, these results indicate that SETDB2 and STAT3 coregulate the transcription of proinflammatory genes and that this STAT3/SETDB2 interaction is critical for controlling inflammatory macrophage phenotype during wound healing.

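Inflammatory cytokines and mediators in Ly6C lo macrophages had 19 of 22 measured members positive on Setdb2 deletion, with 1 past the threshold adjusted over the list alone (camera, adjusted p = 1.47e-10, and adjusted p = 0.588 with an estimated correlation), and the camera test on Stat3 deletion gave adjusted p = 0.809 for the same list. Fibroblast markers, with 13 of 14 positive (camera, adjusted p = 3.39e-06, and adjusted p = 0.588 with an estimated correlation), and immediate early and heat shock genes, with 27 of 30 positive (camera, adjusted p = 1.29e-09, and adjusted p = 0.588 with an estimated correlation), rose in the same comparison. With both subsets together the inflammatory list had adjusted p = 0.957 on Stat3 deletion. *Il1b* had a log2 fold change of 0.72 (standard error 0.333) and *Il6* of 1.67 (standard error 0.577) in Setdb2-deficient Ly6C lo macrophages, each with adjusted p = 1 from edgeR. NF-κB target genes had 27 of 34 members positive there (camera, adjusted p = 1.11e-05, and adjusted p = 0.595 with an estimated correlation), lost without the deepest Cre-positive Ly6C lo library (adjusted p = 0.0525), and in both subsets of the Stat3 line the test gave adjusted p = 0.778. In Setdb2-deficient Ly6C lo the mean log2 fold change was 0.6035 for the inflammatory and 0.291 for the NF-κB list. Another split of the same libraries into groups reached 0.636 and 0.312 in size, so chance is not excluded. The lines were analysed in separate tables with their own controls, and a difference between their effects was not tested. From the RNA-Seq of both lines, qPCR of *Il1b*, *Il6* and *Il12a* in Stat3-deficient BMDMs and experiments with a Stat3 inhibitor, the paper concludes that SETDB2 and STAT3 coregulate proinflammatory genes.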

### STAT3 is increased in diabetic wound macrophages during the transition to the reparative phenotype.

Given our prior findings that SETDB2 is decreased in T2D wound macrophages combined with our present data that identifies, to our knowledge, a novel role for STAT3 regulation of SETDB2, we examined whether STAT3 regulation of SETDB2 was altered in diabetic wound macrophages. To compare *STAT3* expression between healthy and T2D macrophages, we analyzed scRNA-Seq in human wound tissue isolated from patients without diabetes and those with T2D (19). We found that *STAT3* expression was significantly increased in macrophages from human T2D wounds versus controls (Figure 5A). To model the pathologic process of diabetic wound healing, we routinely use the diabetic-induced obese (DIO) mouse model, which, while physiologically closely reflects a prediabetic state, has been well established by our lab and others to model the pathologic effects of T2D on wound healing (35). Thus, we isolated wound macrophages from DIO and normal diet (ND) mice and then treated macrophages with IFN-β, which we previously identified as an upstream regulator of SETDB2. Compared with ND macrophages, DIO macrophages exhibited increased expression of *Stat3* and *Nfkb/c-Rel* (Figure 5, B and C). This was also verified at the protein level by performing Western blotting of whole wounds and wound macrophages isolated from ND and DIO mice at different time points (Supplemental Figure 6, A and B). Since we showed that STAT3 inhibited the RELA/SETDB2 interaction in normal macrophages, we next asked if increased STAT3 in diabetic macrophages disrupted the RELA/SETDB2 interaction, perhaps leading to increased NF-κB–mediated inflammation due to decreased SETDB2 at NF-κB–dependent promoters. To test this, we performed coimmunoprecipitation of Stat3 with endogenous Setdb2 in whole wound lysates from ND and DIO mice obtained day 5 after wounding. We observed increased binding of Stat3 to Setdb2 in DIO wounds compared with ND wounds (Figure 5D). To test whether the differences in dysregulated Stat3 were due to increased activation, we measured phosphorylated Stat3 in ND and DIO macrophages since Stat3 is phosphorylated in its active form. Basal Stat3 phosphorylation was not majorly different between ND and DIO BMDMs, indicating that differences in Stat3/RelA binding were most likely due to increased *Stat3* expression rather than Stat3 activation and/or affinity to Setdb2 (Supplemental Figure 7). Finally, to test whether Stat3 deletion in macrophages could improve wound healing in the diabetic setting, we performed wound curve analysis in DIO mice with macrophage-specific deletion of Stat3 (*Stat3^fl/fl^ Lyz2^Cre+^)* compared with Cre-negative controls. Indeed, Stat3 deletion in macrophages drastically improved early wound healing in DIO mice (Figure 5E). Taken together, these results demonstrate that *STAT3* is increased in human and murine diabetic wound macrophages and exhibits a stronger interaction with SETDB2 in diabetic wounds, and we established that deletion of STAT3 in macrophages improves diabetic wound healing in vivo (Figure 6).

## Discussion

In this paper, we sought to determine the transcription mechanisms regulating *SETDB2* expression and activity in wound macrophages. This is important given the critical and dynamic role that SETDB2 plays in regulating inflammatory gene transcription in wound repair. To determine the global transcriptional effect of SETDB2 in macrophages during wound healing, we performed parallel RNA-Seq and ATAC-Seq in murine wound macrophages deficient in Setdb2 and identified upregulation of NF-κB–dependent inflammatory genes as well as increased chromatin accessibility in several of these genes, respectively. Next, we identified transcription mechanisms regulating SETDB2, which consisted of identifying both TFs regulating *SETDB2* expression and identifying SETDB2 binding partners that influenced its transcription activity. In our analysis of the human *SETDB2* promoter, we identified the TF STAT3 as a potent transcriptional regulator of *SETDB2* expression in macrophages. To investigate the downstream transcriptional effects of STAT3 in wound repair, we performed RNA-Seq on Stat3-deficient murine wound macrophages and demonstrated increased expression of inflammatory genes, which were within pathways that overlapped those regulated by SETDB2, as determined by our RNA-Seq analysis. In GST pulldown and immunoprecipitation experiments, we found that STAT3 and RELA bound SETDB2. Finally, we found that STAT3 expression and physical interaction with SETDB2 was increased in diabetic macrophages and macrophage-specific deletion of STAT3 improved wound healing in diabetic mice.

To our knowledge, this is the first report to identify interactions between SETDB2, NF-κB, and STAT3, thereby defining a critical axis between these transcriptional regulators. Additionally, using human samples and transgenic mice, we demonstrate that STAT3 was required for *SETDB2* expression but also paradoxically limited SETDB2 binding to the RELA NF-κB component and associated NF-κB–dependent gene promoters. We are the first to our knowledge to identify the global downstream transcriptional profiles of wound macrophages absent in SETDB2 or STAT3 using ATAC-Seq and RNA-Seq. Finally, we demonstrate that genetic deletion of STAT3 in macrophages improves normal and diabetic wound healing at early time points.

Our previous work showed that *SETDB2* expression in macrophages was positively regulated by IFN-β/JAK/STAT1 signaling. While our prior work demonstrated that STAT1 regulated *SETDB2* transcription, we asked whether other STAT family members were also required. We believe the present study is highly novel in its expansion on our previous work, as we use a detailed analysis of the *SETDB2* promoter to identify additional TFs regulating *SETDB2* expression. In contrast to our previous work, we specifically interrogated upstream transcriptional regulators that were differentially expressed between diabetic and healthy macrophages. Indeed, our data support STAT3 as the predominant regulator of *SETDB2* expression. We demonstrate here using our scRNA-Seq data that *STAT3* expression was selectively upregulated in human diabetic wound macrophages compared with control. We also identified several STAT3 binding sites in the human *SETDB2* promoter, which was confirmed by ChIP of STAT3 at the *SETDB2* promoter. Additionally, macrophage-specific deletion of STAT3 in vivo significantly decreased *SETDB2* expression in macrophages. Our data that STAT3 increases *SETDB2* expression to ultimately decrease inflammatory gene expression are consistent with evidence from other labs that STAT3 can repress gene expression and provide another mechanism of the less-studied noncanonical function of STAT3 (36, 37).

While decreased *SETDB2* expression drives the aberrant proinflammatory macrophage phenotype in the diabetic wound, there have been no studies that have examined the specific transcription mechanisms regulating SETDB2 function and whether altered upstream transcriptional regulation of SETDB2 activity contributes to disease. Numerous studies in macrophages as well as other cell types have demonstrated that TFs can bind to epigenetic enzymes and other TFs to cooperatively regulate their function and alter disease phenotype (38–40). Here, we show that SETDB2 interacts with the STAT3 and NF-κB component RELA. Specifically, STAT3 inhibits the association between SETDB2-, RELA-, and NF-κB–dependent promoter regions, thereby leading to decreased H3K9me3 and increased inflammatory gene expression. Thus, in addition to its canonical role in regulating the proinflammatory macrophage phenotype via the IFN-β/JAK/STAT pathway, STAT3 also promotes inflammation by directly regulating the physical association between SETDB2 and NF-κB. However, while STAT3 inhibits SETDB2 function, it is required for *SETDB2* expression in normal wound macrophages. Therefore, tight control of SETDB2 levels and activity by STAT3 modulates the macrophage gene program during wound healing. We also demonstrate that *STAT3* is increased in diabetic macrophages and binds more strongly to SETDB2. Furthermore, macrophage-specific deletion of STAT3 in diabetic mice results in improved wound healing, which is more pronounced in early time points of wound repair. This suggests that, in the acute phase of diabetic wound healing, increased STAT3 may interfere with the SETDB2/NF-κB interaction and tissue repair. In this manner, STAT3 titrates SETDB2- and NF-κB–dependent gene transcription in macrophages during wound healing, and this axis is perturbed in the diabetic setting. Pharmacologic inhibition of the STAT3/SETDB2 interaction at specific, perhaps earlier, time points in the acute phase of tissue repair may thus improve diabetic wound healing.

While our results identify similar overlapping DEGs in IFN-regulated pathways between SETDB2- and STAT3-KO wound macrophages, the specific DEGs were not completely identical. This indicates that the overall effect on macrophage phenotypic switching by SETDB2 and STAT3 may be due to a combinatorial effect of these transcriptional regulators, rather than 1 specific gene set. Furthermore, the specific role of SETDB2 or STAT3 is likely time dependent throughout wound healing. For example, STAT3 may regulate the transcription activity of SETDB2 and downstream inflammatory genes at a more optimal time point than day 5, which is when the CD11b^+^ macrophages were harvested from wounds. Additionally, these downstream transcriptional profiles are likely reflective of both the IFN-β and NF-κB pathways, which can occur simultaneously and can have opposing and overlapping roles. For example, although IFN-β leads to upregulation of *SETDB2* expression, which leads to silencing of NF-κB–dependent genes, increased IFN-β/STAT3 limits the NF-κB/RELA/SETDB2 association, thereby resulting in heightened inflammation. Thus, the specific outcomes of these 2 pathways on macrophage phenotype are likely time and context specific. Furthermore, we acknowledge that the current approach of using Ly6C^+^ and CD11b^+^ as markers to identify the macrophage subtype more realistically captures a spectrum of myeloid cells, one that is likely representative of multiple subpopulations. However, we have attempted to overcome this limitation by subsetting CD11b^+^ into Ly6C^hi^ and Ly6C^lo^ populations, since we have demonstrated previously that the majority of the macrophage population after wounding arises from the infiltrating Ly6C^hi^ monocyte population, rather than the Ly6C^lo^ or tissue-resident macrophage populations (41).

In conclusion, we identified that SETDB2 functions with NF-κB to regulate the proinflammatory transcriptional program in macrophages during wound healing by directly targeting NF-κB–dependent gene regions to influence chromatin accessibility. We demonstrate that STAT3 transcriptionally regulates SETDB2 via 2 pathways. First, STAT3 increases *SETDB2* expression, which decreases NF-κB–driven inflammation. Simultaneously, STAT3 inhibits SETDB2 binding to RELA, leading to derepressed (i.e., increased) inflammation. In diabetic wounds, *STAT3* expression and binding to SETDB2 are increased, and STAT3 deletion in macrophages improves wound healing. By defining what we believe to be a novel STAT3/SETDB2/NF-κB axis, we have identified several potential targets to treat normal wound healing as well as nonhealing diabetic wounds in a cell-specific and time-dependent manner. For example, immunomodulators that increase *STAT3* expression (and thus *SETDB2* expression) during normal wound healing may be useful. In contrast, in diabetic wounds in which the STAT3/NF-κB axis is perturbed, inhibiting STAT3 during early diabetic wound healing may increase SETDB2 localization to active inflammatory gene regions, thereby inhibiting pathologic inflammation and improving tissue repair.

## Methods

### Sex as a biological variable.

Male mice were used in this study because female mice on a DIO model are less likely to develop the diabetic phenotype. Despite this, our findings are applicable to both sexes, as diabetic wound complications are present in both sexes.

### Mice.

All mice were maintained at the University of Michigan Biomedical Sciences and Research Building in the Unit for Laboratory and Animal Medicine (ULAM). C57BL/6 mice (RRID: IMSR_JAX:000664) were obtained at 6–7 weeks age from The Jackson Laboratory and maintained in breeding pairs in the ULAM facilities. *Setdb2^fl/fl^* mice were created as previously published by our lab (42). *Setdb2^fl/fl^* mice were bred with B6.129P2-Lyz2^tm1(Cre)Ifo/J^ mice and *Gt(ROSA)26Sor^tm4(ACTB–tdTomato,–EGFP)Luo^/J* (*mTmG*) from The Jackson Laboratory to generate *Setdb2^fl/fl^ Lyz2^Cre^* mice deficient of *Setdb2* in monocytes, macrophages, and granulocytes on the mTmG reporter background (43). *Stat3^fl/fl^* mice were cryopreserved and obtained from The Jackson Laboratory and crossed to B6.129P2-Lyz2^tm1(Cre)Ifo/J^ mice to generate *Stat3^fl/fl^ Lyz2^Cre^* mice with myeloid-specific KO of Stat3. Numbers of mice used per experiment can be found in the figure legend of each corresponding experiment. Mice were genotyped regularly after birth with custom primers. All mice were maintained in breeding pairs at the ULAM facilities. Male C57BL/6 mice were maintained on a standard normal rodent diet (13.5% kcal saturated fat, 28.5% protein, 58% carbohydrate; Lab Diet) or standard high-fat diet (60% kcal saturated fat, 20% protein, 20% carbohydrate; Research Diets Inc.) for 12–18 weeks to induce the DIO model of T2D mellitus (35, 44). After 12–18 weeks, DIO mice developed obesity and insulin resistance with fasting blood sugars in the mid-200s and elevated insulin levels. All DIO and control animals underwent procedures at 20–32 weeks of age with IACUC approval. For these experiments, only male mice were used, as female mice are less likely to develop DIO.

### Wound healing assays.

Mice were appropriately anesthetized and hair was removed with a hair-removal agent (Veet). Full-thickness 4 mm punch biopsies were made in the dorsum of each mouse (2 wounds per mouse for wound curves; 4 wounds per mouse for downstream cell isolation). Wounds were measured beginning day 0 through day 7. Wounds were harvested for macrophage isolation per previously established protocol at the given time point. At the conclusion of the experiment, mice were euthanized.

### Macrophage isolation from wounds.

Wounds were collected in RPMI with glutamine and antibiotics and minced into small pieces before being incubated with liberase and DNase for 30 minutes. Wounds were passed through a 100 μm strainer to generate a single-cell suspension. Cells were incubated with biotin-labeled anti-CD3 (BioLegend, 100304), anti-CD19 (BioLegend, 115504), and anti-Ly6G (BioLegend, 127604), followed by incubation with streptavidin RapidSpheres (Stemcell Technologies, 19860A). Flow-through was then incubated with anti-CD11b and Dextran RapidSpheres (Stemcell Technologies, 18970A) to isolate the non-neutrophil, nonlymphocyte, and CD11b^+^ cells. Cells were either collected directly in TRIzol (Invitrogen) for RNA extraction or plated appropriately for specific downstream experiments.

### Western blotting.

Cells were lysed in RIPA buffer plus protease and phosphatase inhibitors and 1 mM DTT. Lysates were normalized by total protein concentration, sample buffer was added, and then samples were boiled for 5 minutes. In total, 10–50 μg of protein was loaded on an SDS-PAGE gel and run, and proteins were transferred to nitrocellulose membranes and blocked in either 3% BSA or 5% nonfat dry milk. Blocked membranes were incubated with primary antibodies in 1% BSA or 5% milk. The following antibodies and concentrations were used: SETDB2 antibody (Invitrogen, PA5-110357; 1:500 dilution), p65/RELA antibody (Cell Signaling Technology, 8242; 1:1,000 dilution), and STAT3 antibody (Cell Signaling Technology, 9132; 1:1,000 dilution). Membranes were washed and incubated with species-specific HRP-linked secondary antibodies, washed, and developed. For densitometry results, Western blots were analyzed using ImageJ software (NIH).

### Immunoprecipitations.

Cells were lysed as above for Western blotting. In total, 5 μg of SETDB2 antibody was linked to Protein G Dynabeads, and then linked antibody beads were added to lysate and rotated overnight at 4°C. Immunoprecipitated complexes were washed and eluted in sample buffer by boiling. Samples were processed similar to Western blotting protocol detailed above using appropriate antibodies.

### GST-pulldown assays.

Recombinant GST-SETDB2 fusion protein was purchased from MilliporeSigma (catalog SRP5261). GST Sepharose beads were prepared by washing 2× with PBS. In total, 50 μL of beads were incubated with 20 μg of GST-SETDB2 fusion protein or GST negative control for 1 hour at 4°C with rotation. GST-fusion protein beads were then washed 1× with PBS and then incubated with 500 μg BMDM lysate overnight at 4°C with rotation. The following day, beads were washed 3× in RIPA buffer and 1× in TBS. Samples were boiled in 30 μL 2× sample buffer for 5 minutes and then run on SDS-PAGE gel for Western blotting.

### Luciferase assays.

The human *SETDB2* promoter was amplified using PCR from human genomic DNA template and then cloned into pGL3 empty vector (EV). Correct sequence was confirmed by Sanger sequencing. BMDMs were plated at 2 × 10^5^ to 3 × 10^5^ per well in 24-well plates and transfected with 0.5 μg pGL3-*SETDB2* promoter or pGL3-EV per well. Cells were transfected for 48 hours, and then luciferase assays were performed at that time using Steady-Glo Luciferase Kit (Promega, E2520) according to manufacturer’s instructions.

### ChIP experiments.

After appropriate treatment, macrophages were fixed with 0.7% PFA and then quenched with 0.125 M glycine. Cells were rinsed and collected in 1× PBS. ChIP was performed using the Abcam ChIP kit (catalog ab500) according to manufacturer’s instructions. In total, 4 μL ChIP sample was used in downstream qPCR.

### FACS.

Wounds were harvested on day 5 from mice that had undergone 4 mm punch biopsies. Wounds were digested into a single-cell suspension as previously described, and then MACS was used to isolate macrophages (CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^). Cells were then surface stained with an Anti-Ly6C antibody (BioLegend, 128035, 1:400 dilution). Samples were sorted by FACS on a FACSAria III Flow Sorter. FACS was performed with FACSDiva Software (BD Biosciences), analysis was performed using FlowJo software version 10.0 (Tree Star Inc.), and data were compiled using Prism software (GraphPad). All populations were routinely back-gated to verify gating and purity. In the case of SETDB2 experiments, macrophages were isolated from *Setdb2^fl/fl^ Lyz2*^Cre^ *mTmG* mice, and CD3^–^CD19^–^Ly6G^–^CD11b^+^Ly6C^+^GFP^+^ cells were separated into CD11b^+^Ly6C^hi^ and CD11b^+^Ly6C^lo^ monocyte/macrophage populations, which were used for downstream ATAC-Seq and RNA-Seq analyses.

### ATAC-Seq.

Wound macrophages were harvested from mice at day 5 as described above using MACS, and nuclei were isolated as described previously (45). After counting, 50,000 nuclei per sample were resuspended in the appropriate volume, spun down, and collected for use in downstream transposition reaction per modified ENCODE protocol (46). Data were obtained and processed according to the ENCODE pipeline and then converted to readable format as similarly described (19). Briefly, minimum read length prior to trimming was 45 bp. Paired-end sequencing was performed using NovaSeq (Illumina), and sequences were mapped to the genome.

### RNA-Seq.

Day 5 wounds were harvested from *Setdb2^fl/fl^ Lyz2^Cre^*, *Stat3^fl/fl^ Lyz2^Cre^*, and Cre-negative littermate control mice, digested, and underwent negative selection for CD3, CD19, and Ly6G lineage markers. Remaining cells were surface stained and sorted by FACS into CD11b^+^Ly6C^hi^ and CD11b^+^Ly6C^lo^ populations. RNA isolation was performed using a RNeasy Kit (Qiagen) with DNase digestion. Library construction and analysis of reads were performed as described previously (41). Briefly, reads were trimmed using Trimmomatic and mapped using HiSAT2 (47, 48). Read counts were performed using the feature counts option from the subRead package followed by the elimination of low reads, normalization, and differential gene expression using edgeR (49, 50). Differential expression was performed on mapped reads using the taqwise dispersion algorithm in edgeR.

### Human wound isolation.

Biopsies from human diabetic wounds (*n* = 5) and nondiabetic skin samples (*n* = 5) were collected. Control nondiabetic samples were obtained from amputation specimens from patients who had an HbA1c < 7%. The samples used for scRNA-Seq from patients with diabetes were from patients at an average age of 60 years (HbA1c > 7%) who had hypertension, hyperlipidemia, and coronary artery disease. In the samples from patients without diabetes, the average age was 70 years, with half the patients having hypertension, hyperlipidemia, and coronary artery disease. Wounds were obtained from the specimens using an 8 mm punch biopsy and were processed for downstream analysis.

### scRNA-Seq analyses.

Generation of single-cell suspensions for scRNA-Seq was performed in the following manner as described by our group previously (19). Briefly, skin was harvested via punch biopsy from diabetic and nondiabetic control patient wounds. The epidermis and dermis layers were isolated and digested separately. Epidermal and dermal cells were strained and then combined in a 1:1 ratio for scRNA-Seq by the University of Michigan Advanced Genomics Core on the 10X Genomics Chromium System. Libraries were sequenced on the Illumina NovaSeq 6000 sequencer. NovaSeq was used as the sequencing platform to generate 151 bp paired-end reads. We conducted adapter trimming and quality control procedures as described previously (51). The reads were then mapped using STAR (52) to build human GRCh37, and gene expression levels were quantified and normalized by HTSeq (53) and DESeq2 (54), respectively. Negative binomial models in DESeq2 were used to conduct differential expression analysis. To increase the sample size of the control samples, we used the skin biopsies obtained from our previous study (55). Data processing, including quality control, read alignment, and gene quantification, was conducted using the 10X Genomics Cell Ranger software. Seurat was then used for normalization, data integration, and clustering analysis (56). All clustered cells were mapped to corresponding cell types by matching cell cluster gene signatures with putative cell type–specific markers.

### Statistics.

GraphPad Prism software (RRID:SCR_002798) version 9.2.0 was used to record and analyze the data. Statistical significance between 2 groups was determined using a 2-tailed Student’s *t* test and between multiple groups using ANOVA (1- or 2-way, dependent on experiment), where appropriate. All *P* values less than or equal to 0.05 were considered significant.

### Study approval.

All experiments using human samples were conducted after informed consent from patients and approved by the IRB at the University of Michigan (no. HUM00098915); experiments were conducted in accordance with the principles in the Declaration of Helsinki. Mouse experiments were conducted with approval from our IACUC (protocol no. PRO00009811).

### Data availability.

For bulk RNA-Seq and scRNA-Seq data accession, the accession numbers include GSE154556, GSE154557, and GSE274112 (Gene Expression Omnibus). See the Supporting Data Values file for individual data points for each figure.

## Author contributions

KDM designed the research studies, performed the experiments, acquired the data, analyzed the data, wrote, and edited the manuscript. AD designed the research studies, performed the experiments, acquired the data, and analyzed the data. LCT, QL, and RW acquired and analyzed the scRNA-Seq, RNA-Seq, and ATAC-Seq data. SJW, JYM, WJM, ADJ, COA, FMD, ATO, ECB, TMB, KB, and ZA aided in experimental design and approach and performed experiments. JS aided in experimental design and approach. FMD, JG, and KAG aided in experimental design, data analysis, and edited the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supporting data values

## Figures and Tables

**Figure 1:**
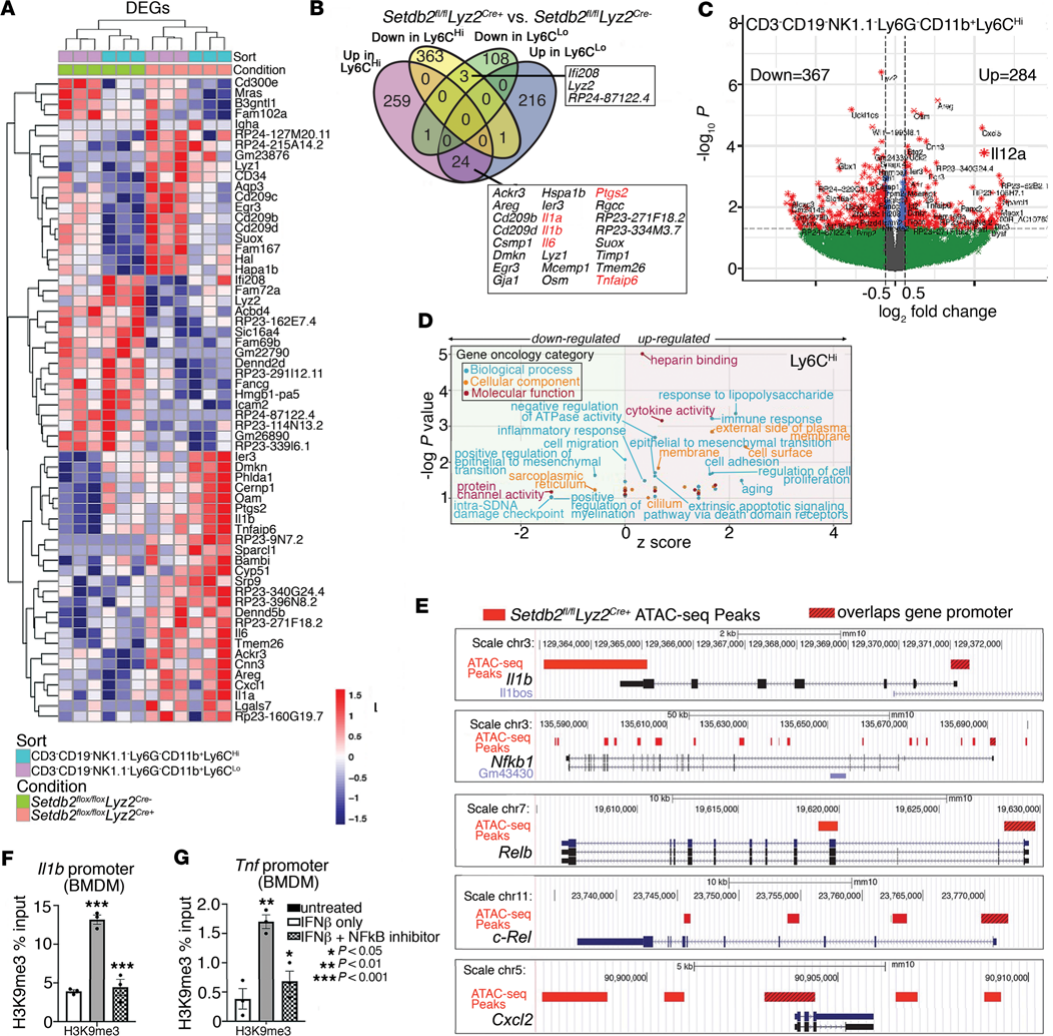
SETDB2 is enriched at NF-κB–dependent gene promoters in murine wound macrophages. Wound macrophages were isolated from *Setdb2^fl/fl^ Lyz2*^Cre^ *mTmG* murine wounds on day 5 after wounding, sorted into CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^Ly6C^hi^ and CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^Ly6C^lo^ populations, and then analyzed for gene expression by RNA-Seq and ATAC-Seq. (**A**) Heatmap of DEGs in wound macrophages isolated from *Setdb2^fl/fl^ Lyz2*^Cre^ *mTmG* murine wounds on day 5 after wounding. Wound macrophages were sorted into CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^Ly6C^hi^ and CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^Ly6C^lo^ populations and then analyzed for gene expression by RNA-Seq (12–15 mice per group, *n* = 3–5 independent experiments). (**B**) Venn diagram comparing upregulated and downregulated genes from RNA-Seq of wound macrophages (CD3^–^CD19^–^ NK1.1^–^Ly6G^–^CD11b^+^Ly6C^hi^ and CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^Ly6C^lo^) isolated from *Setdb2^fl/fl^ Lyz2*^Cre^ *mTmG* mouse wounds on day 5 after wounding. (**C**) Volcano plot of transcriptomic profiles from DEGs in CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^Ly6C^hi^ wound macrophages from *Setdb2^fl/fl^ Lyz2*^Cre^ *mTmG* mice. (**D**) GO analysis of DEGs in CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^Ly6C^hi^ wound macrophages from *Setdb2^fl/fl^ Lyz2*^Cre^ *mTmG* mice. (**E**) Inflammatory gene promoter regions differentially regulated by SETDB2 as determined by ATAC-Seq of wound macrophages (CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^Ly6C^+^ GFP^+^) isolated on day 5 from *Setdb2^fl/fl^ Lyz2*^Cre^ *mTmG* mice. Red bars indicate ATAC-Seq peaks relative to Cre-negative controls. Hashed red bars designate peaks that overlap promoter regions of listed genes. (**F** and **G**) H3K9me3 ChIP qPCR at the *Il1b* and *Tnf* promoters in murine BMDMs unstimulated or treated with IFN-β (10 U/mL; 8.5 ng/mL) or IFN-β and NF-κB inhibitor, BAY 11-7082 (10 μM). Data are representative of *n* = 3–5 independent experiments, with 12–15 mice per group per experiment. *P < 0.05, **P < 0.01, ***P < 0.001. Data are presented as the mean ± SEM. Two-tailed Student’s *t* test was used for comparison of 2 groups. For comparison among multiple groups, 2-way ANOVA followed by Newman-Keuls post hoc test was used.

**Figure 2:**
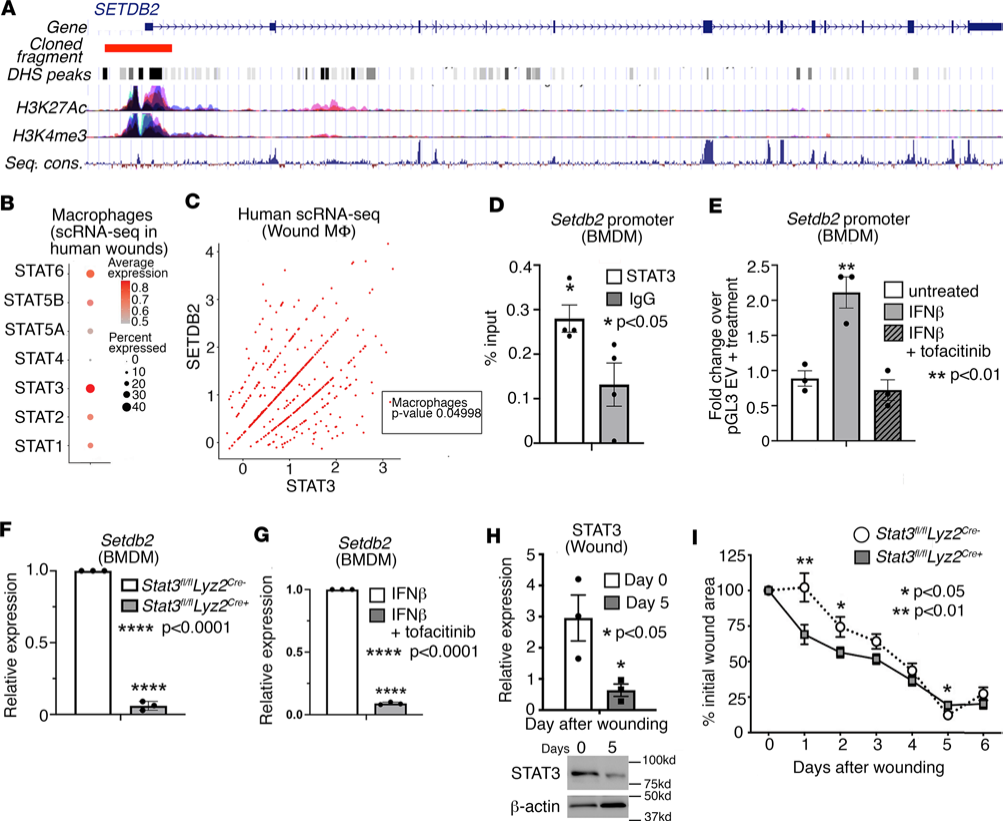
STAT3 is dynamic during wound repair and regulates *SETDB2* in human and murine wound macrophages. (**A**) Gene structure of the human *SETDB2* gene showing cloned fragment aligned with multiple active transcriptional features including DHS peaks, H3K27Ac, H3K4me3, and sequence conservation. (**B**) Dot plot of different STAT members expression from scRNA-Seq data of human wounds (*n* = 10 patients). (**C**) Scatterplot of *SETDB2* and *STAT3* expression in macrophages obtained from scRNA-Seq in human wounds with respective Pearson correlation analysis (*n* = 10 patients). (**D**) ChIP-qPCR for Stat3 binding at the mouse *Setdb2* promoter compared with IgG negative control. (**E**) Luciferase activity of the 3 kb human *SETDB2* promoter cloned into pGL3 and then transfected in BMDMs untreated or treated with IFN-β (10 U/mL; 8.5 ng/mL), or IFN-β plus tofacitinib (100 μM) for 4 hours. (**F**) qPCR analysis of *Setdb2* expression in wound macrophages (CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^) isolated from *Stat3^fl/fl^ Lyz2^Cre^* mice on day 5 after wounding compared with Cre^–^ littermate control (*n* = 6 mice per group). (**G**) *Setdb2* expression in BMDMs treated with IFN-β or IFN-β plus tofacitinib (*n* = 6–8 mice per group). (**H**) Representative Western blot and densitometry of murine whole wounds showing decreased levels of STAT3 at day 5 compared with day 0 after wounding (*n* = 3–4 mice at each time point). (**I**) Wound curve analysis in *Stat3^fl/fl^ Lyz2^Cre^* mice compared with Cre^–^ littermate controls all fed a normal diet (*n* = 8–12 mice per group in each experiment). All data are representative of *n* = 3–5 independent experiments. *P < 0.05, **P < 0.01, ****P < 0.0001. Data are presented as the mean ± SEM. Two-tailed Student’s *t* test was used for comparison of 2 groups. For comparison among multiple groups, 2-way ANOVA followed by Newman-Keuls post hoc test was used.

**Figure 3:**
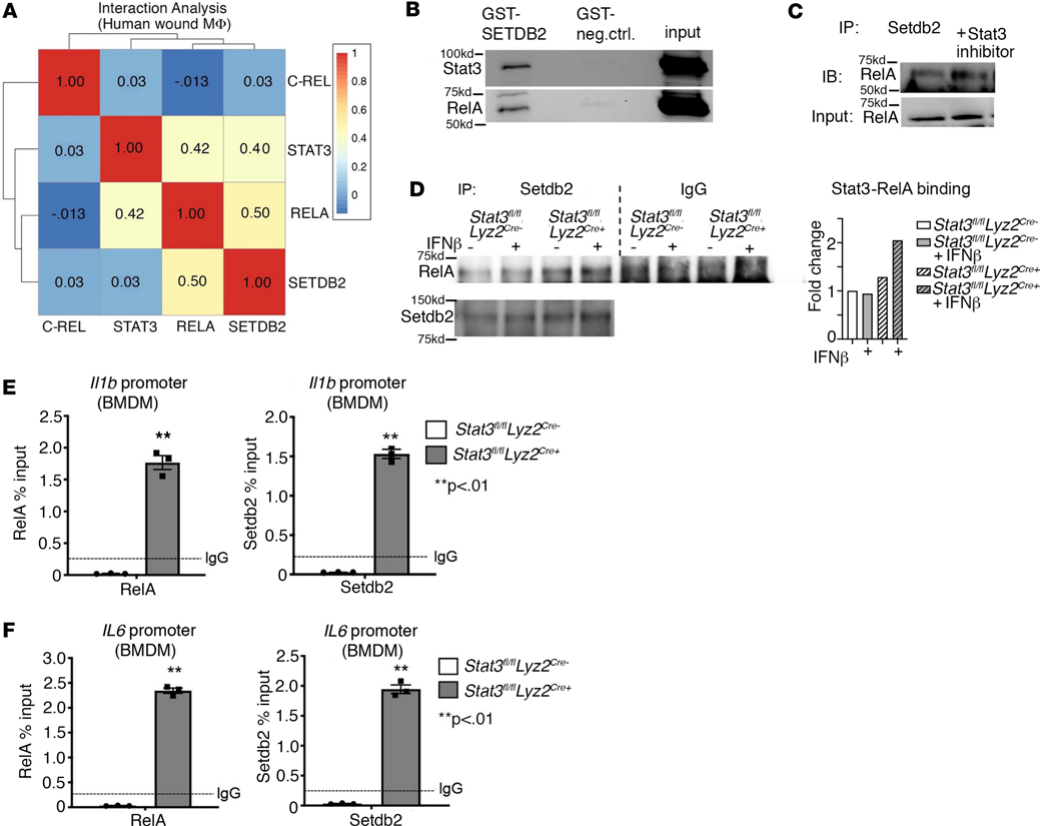
STAT3 inhibits the physical interaction between SETDB2 and NF-κB in wound macrophages. (**A**) Heatmap of Pearson gene correlation analysis results for SETDB2, STAT3, C-REL, and RELA in macrophages obtained from scRNA-Seq in human wounds (*n* = 10 patients). (**B**) Western blot showing Setdb2-interacting proteins purified after incubating GST-SETDB2 with BMDM lysate. (**C**) Western blot of RelA coimmunoprecipitated with Setdb2 from BMDMs treated with Stat3 inhibitor compared with untreated BMDMs. (**D**) Setdb2 immunoprecipitate reactions from BMDMs isolated from *Stat3^fl/fl^ Lyz2^Cre+^* mice and Cre-negative littermate controls that were untreated or treated with IFN-β (10 U/mL; 8.5 ng/mL) for 4 hours were analyzed via Western blot and probed for RelA and Setdb2 (*n* = 4–6 mice per group). (**E** and **F**) ChIP-qPCR on BMDMs isolated from *Stat3^fl/fl^ Lyz2^Cre+^* versus Cre-negative controls for NF-κB (RelA) and Setdb2 at the *Il1b* and *Il6* promoters (*n* = 4–6 mice per group). All data are representative of *n* = 3–5 independent experiments. **P < 0.01. Data are presented as the mean ± SEM. Two-tailed Student’s *t* test was used for comparison of 2 groups. For comparison among multiple groups, 2-way ANOVA followed by Newman-Keuls post hoc test was used.

**Figure 4:**
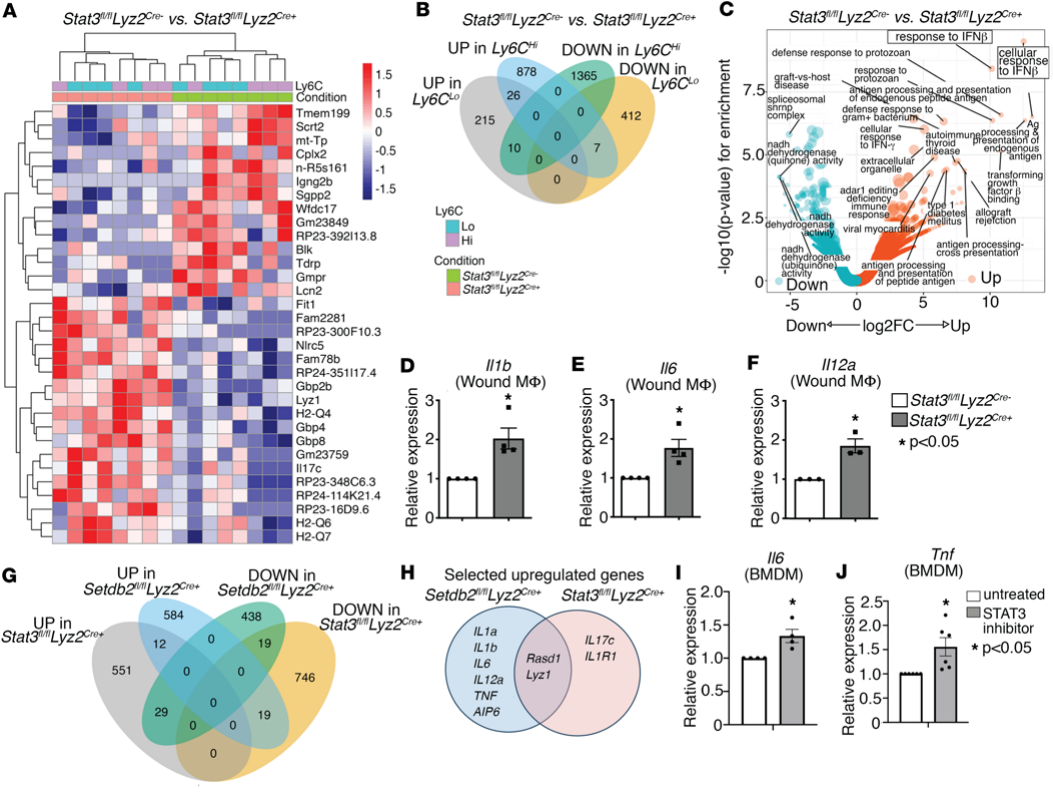
STAT3 and SETDB2 coregulate inflammatory gene expression in wound macrophages. (**A**) Heatmap of DEGs in day 5 wound macrophages (CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^) from *Stat3^fl/fl^ Lyz2^Cre^* mice and Cre^–^ littermate controls (*n* = 6 mice per group). (**B**) Diagram comparing overlapping genes among upregulated and downregulated genes from RNA-Seq of *Stat3^fl/fl^ Lyz2^Cre^* wound macrophages (CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^). (**C**) Volcano plot of GO analysis for the enriched biological processes in decreased and increased DEGs from *Stat3^fl/fl^ Lyz2^Cre^* wound macrophages. (**D**–**F**) qPCR of *Il1b* (**D**), *Il6* (**E**), and *Il12a* (**F**) in of *Stat3^fl/fl^ Lyz2^Cre^* BMDMs treated with IFN-β (10 U/mL; 8.5 ng/mL) for 6 hours (*n* = 5 mice per group). (**G**) Diagram demonstrating overlapping genes among upregulated and downregulated DEGs from RNA-Seq of *Setdb2^fl/fl^ Lyz2^Cre^* and *Stat3^fl/fl^ Lyz2^Cre^* CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^ macrophages isolated from day 5 wounds. (**H**) Venn diagram of overlapping and distinct upregulated inflammatory genes in the CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^Ly6C^hi^ population from wounds isolated on day 5 from *Setdb2^fl/fl^ Lyz2^Cre^* and *Stat3^fl/fl^ Lyz2^Cre^* mice. (**I** and **J**) mRNA expression of *Il6* and *Tnf* in BMDMs treated with a STAT3 inhibitor compared with untreated (*n* = 5 mice per group in each experiment). All data are representative of *n* = 3–5 independent experiments. *P < 0.05. Data are presented as the mean ± SEM. Two-tailed Student’s *t* test was used for comparison of 2 groups. For comparison among multiple groups, 2-way ANOVA followed by Newman-Keuls post hoc test was used.

**Figure 5:**
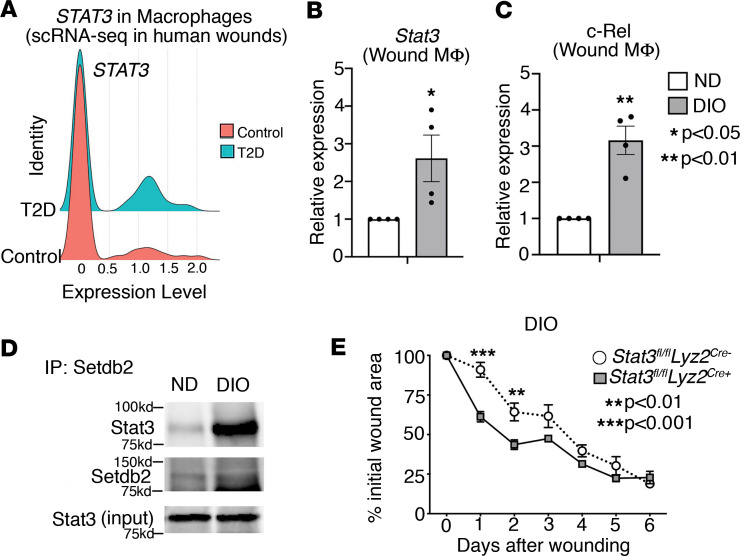
STAT3 is increased in diabetic wound macrophages during the transition to the reparative phenotype. (**A**) scRNA-Seq analysis of *STAT3*, *C-REL*, and *RELA* in macrophages from human wounds isolated from nondiabetic and diabetic patients (*n* = 10 patients). (**B** and **C**) qPCR of *Stat3* and *c-Rel* expression on day 0 and 5 after wounding in ND and DIO murine wound macrophages (CD3^–^CD19^–^NK1.1^–^Ly6G^–^CD11b^+^) treated with IFN-β (10 U/mL; 8.5 ng/mL) for 6 hours ex vivo (*n* = 12–16 mice per group). (**D**) Coimmunoprecipitation of endogenous Setdb2 and Stat3 from ND and DIO whole wounds isolated day 5 after wounding (*n* = 4 mice per group). (**E**) Wound curve analysis in *Stat3^fl/fl^ Lyz2^Cre^* DIO mice compared with Cre^–^ littermate DIO controls (*n* = 8–12 mice per group). All data are representative of *n* = 3–5 independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001. Data are presented as the mean ± SEM. Two-tailed Student’s *t* test was used for comparison of 2 groups. For comparison among multiple groups, 2-way ANOVA followed by Newman-Keuls post hoc test was used.

**Figure 6:**
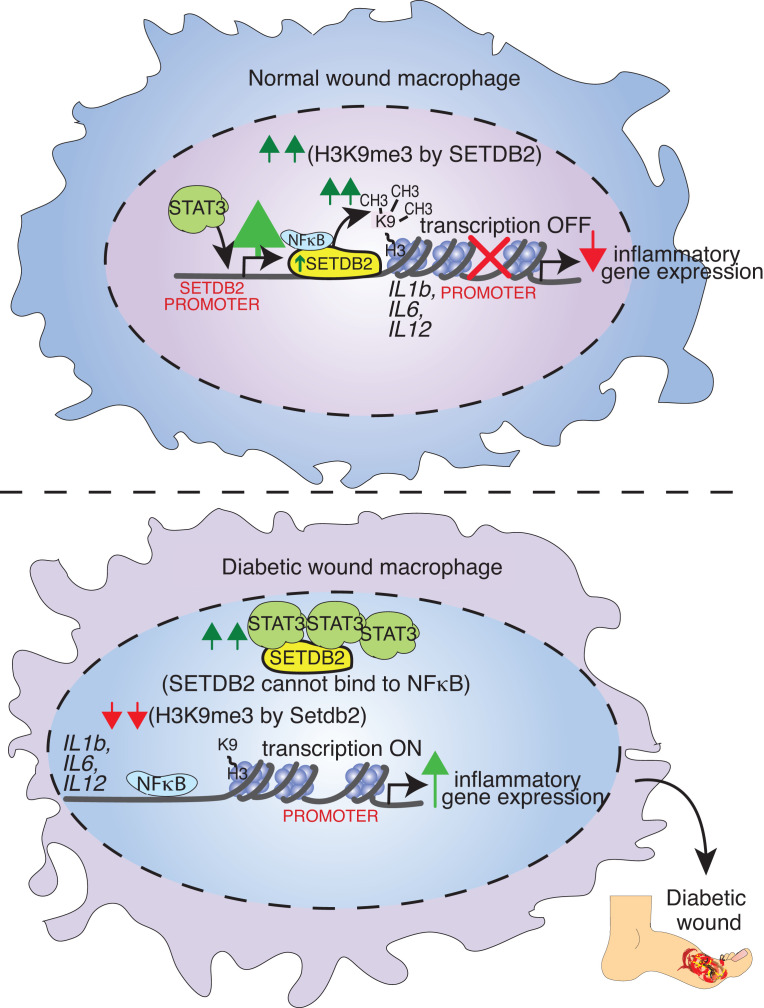
Schematic of the STAT3/NF-κB/SETDB2 axis in normal and diabetic wound macrophages.

## Version 1 10/22/2024

Electronic publication

# Supplementary material for: The STAT3/SETDB2 axis dictates NF-κB–mediated inflammation in macrophages during wound repair
**Source:** JCI Insight. 2024 Oct 22;9(20):e179017. doi: 10.1172/jci.insight.179017

Unedited blots

R2 Mangum et al.

Full unedited gel for Figure 2H

Stat3

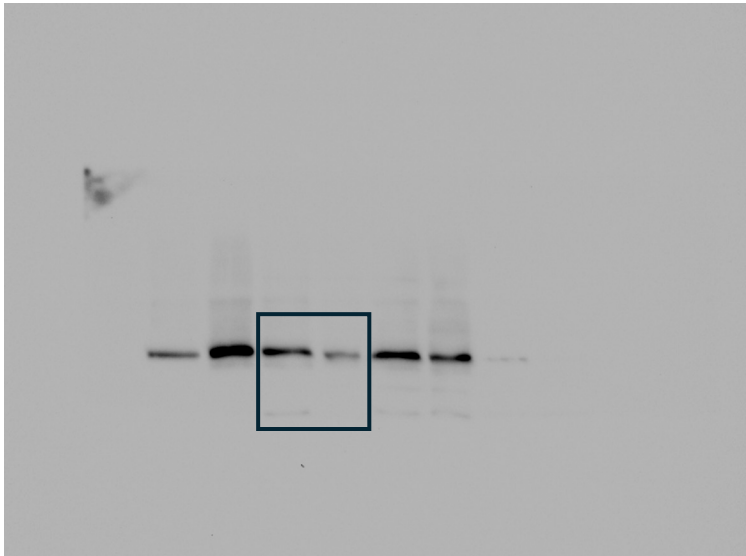

β -actin

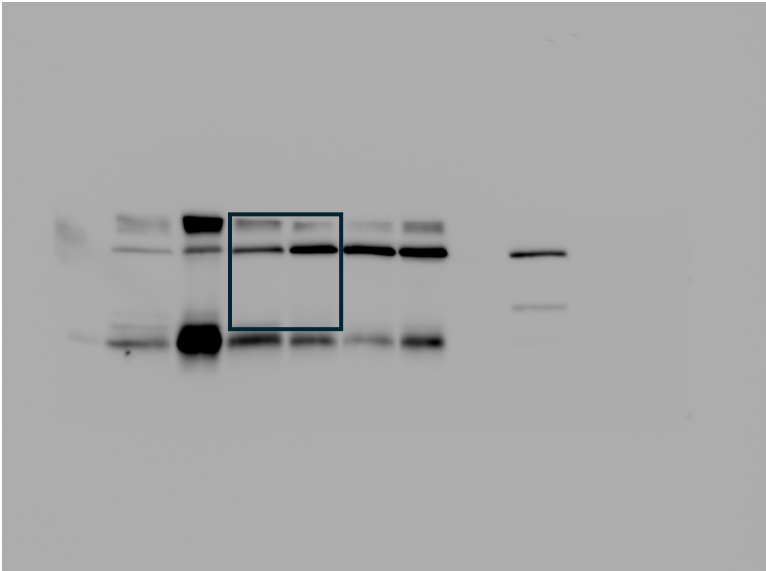

Full unedited gel for Figure 3B

Stat3

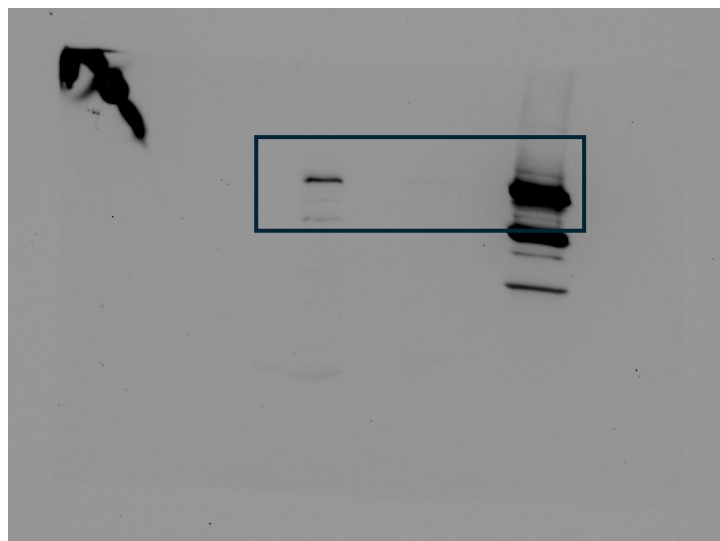

RelA

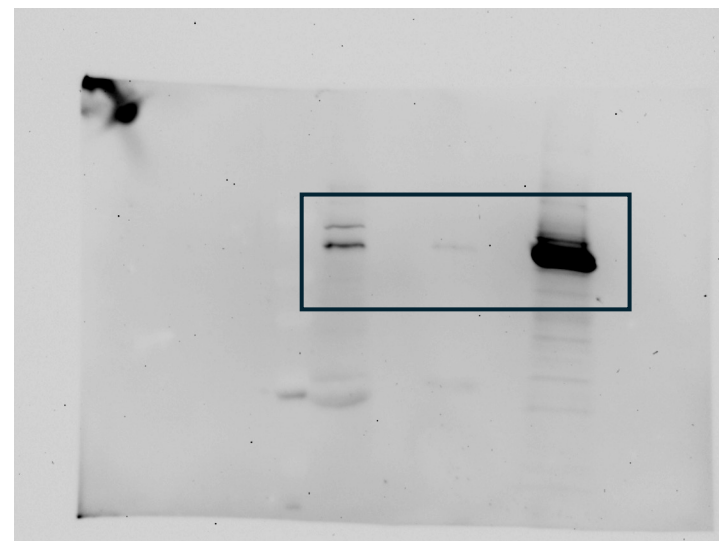

Full unedited gel for Figure 3C

RelA

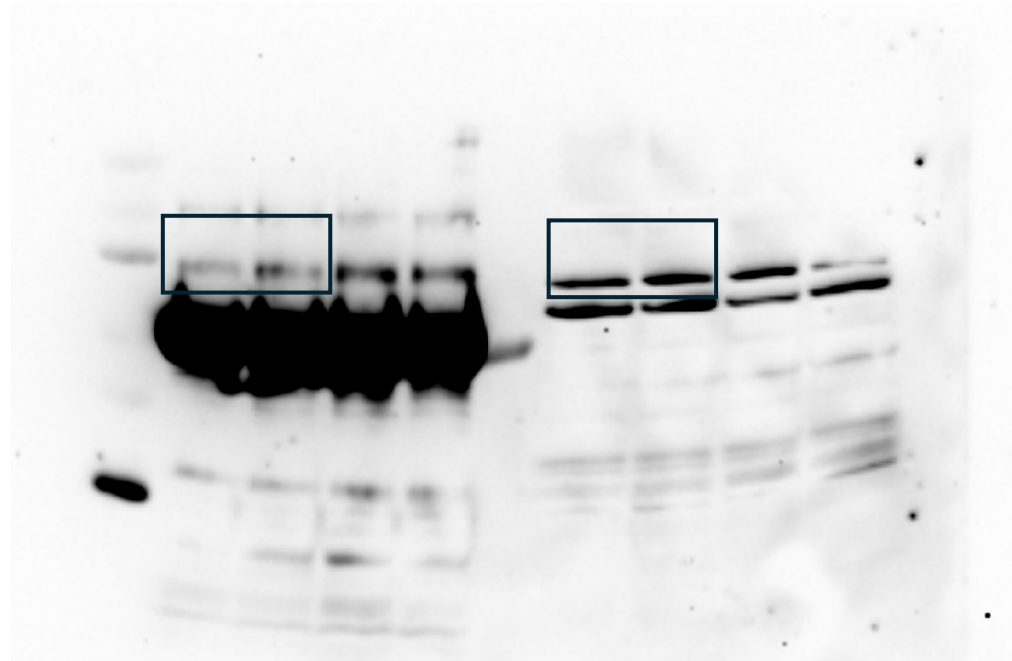

Full unedited gel for Figure 3D

RelA

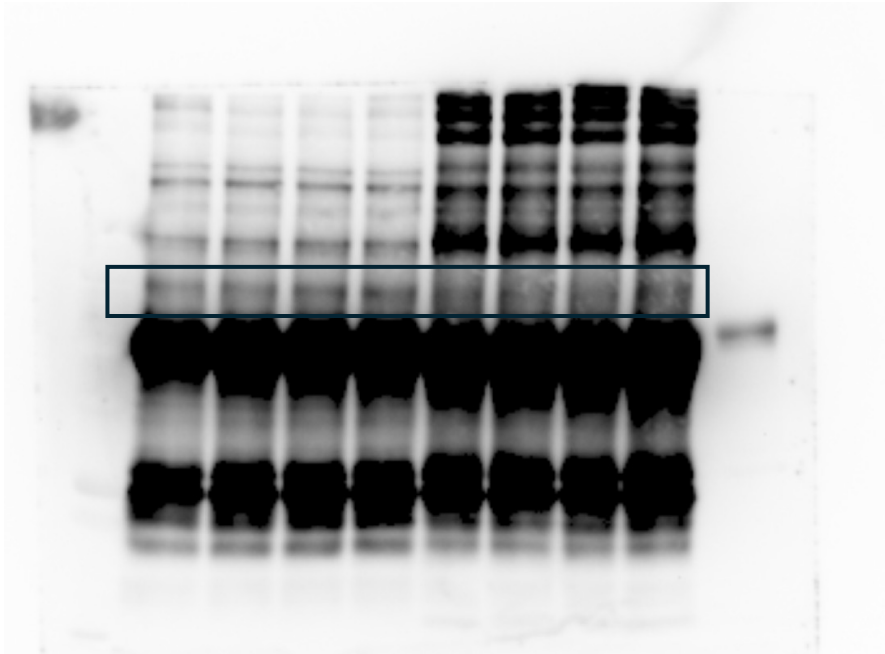

Setdb2

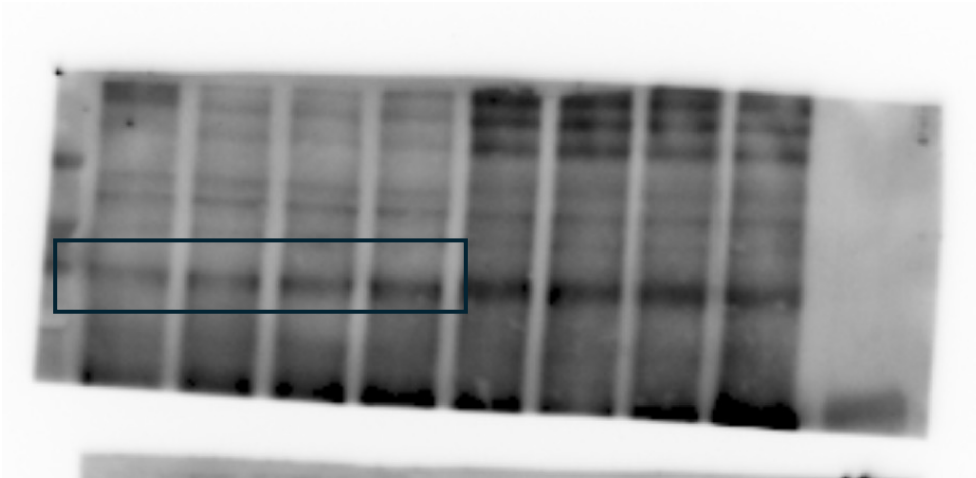

Full unedited gel for Figure 5D

Stat3 (IP)

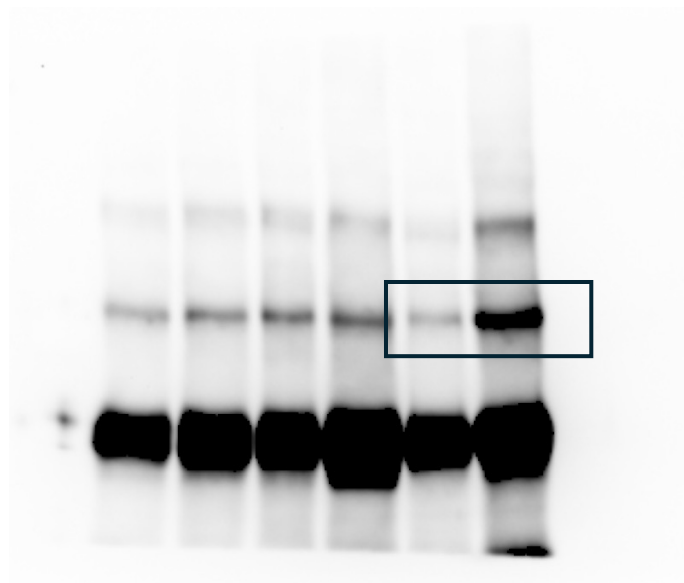

Stat3 (input)

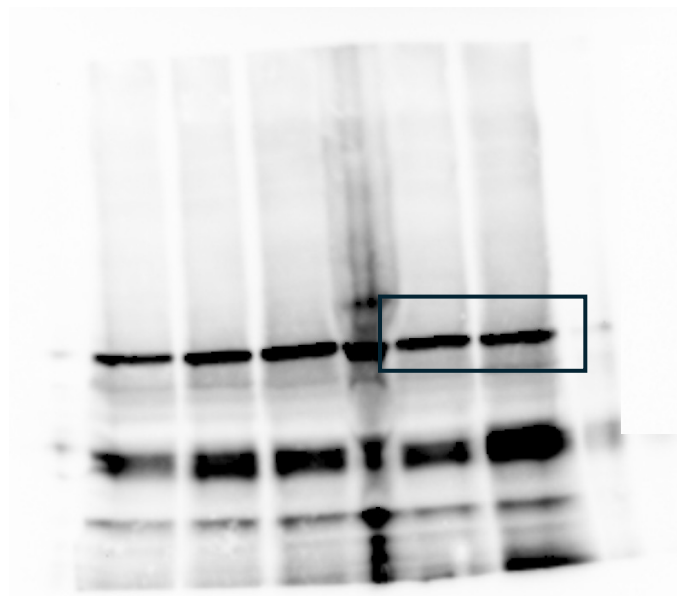

Setdb2 (IP)

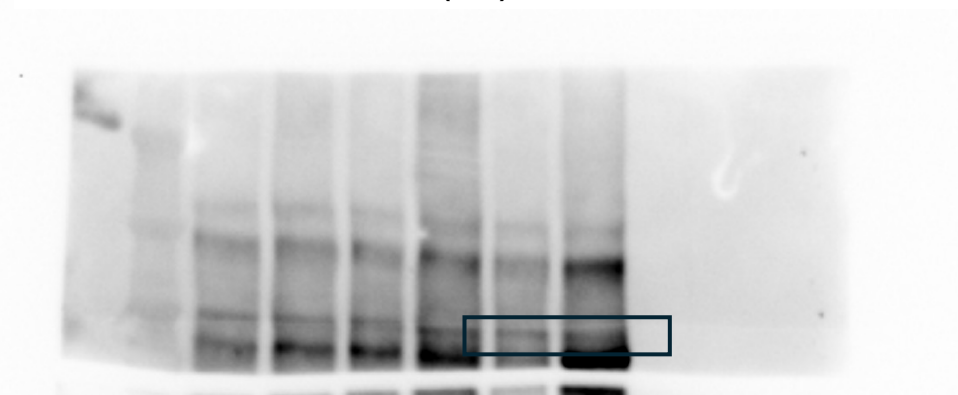

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

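Wound macrophages sorted on day 5 into Ly6C hi and Ly6C lo cells were measured in 3 data sets of mice. RNA-Seq of the *Setdb2 fl/fl Lyz2 Cre* line gave 12 libraries, RNA-Seq of the *Stat3 fl/fl Lyz2 Cre* line gave 16, and ATAC-Seq of Setdb2-deficient and control cells gave 6. Each RNA-Seq line has 4 groups, Cre-negative or Cre-positive and Ly6C hi or Ly6C lo, with 3 libraries per group in the Setdb2 line and 4 in the Stat3 line. The ATAC-Seq table has 1 control and 2 Setdb2-deficient libraries per subset, and the second labelled control library of each subset was not analysed here. All columns of per-sample values could be given a group from their names, so 0 columns were left unused.

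The count values of both RNA-Seq tables are raw read counts per gene, which the authors made by trimming reads with Trimmomatic, mapping them with HISAT2, counting them with featureCounts and removing low counts, as their methods state. The submitters' notes name STAR, HTSeq, BWA and MACS2 as well, without versions or the step each was used for, together with the human build GRCh37, and the mouse build of the RNA-Seq tables is not given in the sources used here. The count values of the ATAC-Seq table are raw read counts per numbered peak as deposited, and how peaks were merged across libraries before that is not given in the sources used here. No normalization had been applied to any table.

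Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes or peaks with low counts were removed with filterByExpr at its default settings, libraries were scaled by TMM, and all groups of a data set were fitted together with 1 coefficient per group, by glmQLFit and glmQLFTest. Comparisons were Cre-positive minus Cre-negative in each subset, the mean of both subsets, the difference of that effect between the subsets (interaction), and Ly6C hi minus Ly6C lo within a genotype. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Normalized CPM are counts divided by the TMM-scaled library total. The labels do not pair Ly6C hi with Ly6C lo libraries of the same animals, so the models were not paired, apart from an alternative in the Setdb2 line with libraries of neighbouring numbers as blocks, added after the data were seen. In the ATAC-Seq data, the lone control of each subset was assumed to vary like the libraries of the other groups.

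Gene lists, 36 in all, were written down before the data were examined. They hold inflammatory and interferon pathways, pathways named by the paper, macrophage states, markers of other cell types a sorted wound sample can hold, chromosomal neighbours of the targeted genes, and quality classes such as ribosomal and mitochondrial genes. Each list was tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation and with fry. Each list was also counted gene by gene, over all genes tested and adjusted over the list alone.

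The genes named in the text were chosen by a rule fixed beforehand. It takes the 53 genes the paper names, the 10 genes with the largest rise and the 10 with the largest fall past the threshold in each genotype comparison and in the Cre-negative subset comparison of each line (at a mean CPM of at least 1 and without overlap between groups, filled up by smallest p and then reported as not passing), the peaks at the loci of Figure 1E and of *Setdb2* with the 5 peaks of smallest p per direction, and up to 4 members per list by smallest p. Values in the paper's tables count as seen when this rule was written. Genes outside the rule are marked where they are named.

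Peak positions came from the first 1727 lines of Supplemental Table 2, matched to the count table by their values. Gene positions came from the RefSeq annotation of GRCm38.p6. The overlap of the lines was counted over the genes tested in both, with Fisher's exact test (one-sided, for more overlap than chance).

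Total counts were 10116619 to 20378391 per library in the Setdb2 line and 14694848 to 34320424 in the Stat3 line. Floors for genes at 0 counts in a group use 3 counts over the group and cover counting error only. The analysis was tested on simulated data with the spread and depth of each data set and 200 changed features at a mean CPM of at least 1. There 5 of 114, 1 of 36 and 2 of 43 calls fell on unchanged features, and no call was made in the Ly6C lo groups of the same data, where no change was added. Each gene or peak was drawn independently, with no structure shared among libraries. The real libraries can therefore give more false calls, and a split of the Stat3 Ly6C lo libraries called 54 genes. Genes changed 1.5-fold were recovered in 22.4% of cases in the Setdb2 line and in 0% in the Stat3 line.

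Alternatives fixed before the data were examined were RLE factors, library totals, DESeq2 1.42.0, edgeR with tagwise dispersion, no filter, a stricter filter of 10 counts in every library, only the groups compared, an unadjusted p under 0.05 with and without an absolute log2 fold change of at least 0.5, and leaving out each library. Alternatives added after the data were seen were the removal of ribosomal RNA genes, limma voom with library quality weights, DESeq2 on the compared groups alone without a filter, and for ATAC-Seq the thinning of counts to equal depth and the removal of each library's trend with peak level. Other splits of the libraries into groups were drawn with a fixed seed, up to 100 per comparison. Tables were written with Python 3.11.15 and pandas 2.3.3, and figures with matplotlib 3.10.9. The NF-κB motif within peaks was not analysed here, since no genome sequence was at hand, and gene ontology terms were not tested. BMDM and qPCR experiments of the paper were not analysed here.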

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

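The tests that weigh the ATAC-Seq gains and the guanylate-binding genes were chosen after these patterns were seen (the values that would decide those of background reads and of the trend with peak level were set before these were run), while the rule for a library far from its group, the tests of gene lists on the interaction and their leave-outs were fixed before.

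In the ATAC-Seq data, Setdb2-deficient Ly6C lo macrophages, whose comparison for this assay is in Supplemental Table 2 but not in the paper's text, gained accessibility in 321 peaks and lost it in 14, and the peak in the *Setdb2* locus had a log2 fold change of 3.90 there, while the 335 calls became 112 or 3428 without either deficient library and 29 by DESeq2. Lower depth of the deficient libraries was argued against as the source of the direction, since 96.3% of the peaks called after thinning all libraries to equal depth were still gains, although the calls fell from 301 to 101 in Ly6C hi and from 335 to 189 in Ly6C lo, and the trend with peak level as the whole source was argued against too, as 97.4% of called peaks were gains once it was removed. A higher share of background reads in the deficient libraries had the pattern it needs, because the median log2 fold change of the lowest 10% of peaks by level exceeded that of the highest 10% by 0.641 in Ly6C lo and by 0.693 in Ly6C hi, so it remains a candidate explanation for part of the gains. With 1 control library per subset, a deviation of that control and an effect of the deletion cannot be told apart. Loss of SETDB2 itself stays open as the biological explanation and was not tested separately from these.

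*Gbp2b*, a guanylate-binding protein gene, was at 0.507 CPM in Cre-negative Ly6C lo library KM-10 of the Stat3 line and at 0 in the other 3, and *Gbp4* was at 6.57 CPM in Cre-negative Ly6C hi library KM-13 against 15.9 to 16.8 in the other 3, while guanylate-binding and IFN-γ response genes were higher in Stat3-deficient cells. A strain haplotype of the *Gbp* cluster on chromosome 3 would not by itself raise the 16 members elsewhere, which were higher by a mean of 0.826 on the log2 scale (exact permutation test, two-sided, p = 0.00204 over 4900 regroupings, 15 of 16 positive). This p does not allow for the picking of the list from 36 and treats the subsets as unrelated, so it does not exclude that haplotype. *Gbp4* and *Gbp8* lie together on chromosome 5, where a haplotype was not tested, and *Gbp2b* on chromosome 3 was outside the test. Chance as the source of the mean rise cannot be excluded, although the real split had the largest mean in Ly6C hi (1.27, and at most 1.02 for the others of 35), Ly6C lo (0.749 and 0.678 of 35) and both subsets (1.01 and 0.677 of 100), because the list was picked for its rise from 36 lists and so few splits do not allow for that. Whether the Cre-negative Ly6C hi libraries that stand apart account for it cannot be told apart. In Ly6C lo they are not among the libraries compared, and enter only through the filter, the scaling and the shared spread. There 20 of 21 were positive (camera, adjusted p = 9.31e-15, and adjusted p = 0.0313 with an estimated correlation), and these signs speak against them as the whole source. But the mean difference of 0.718 had p = 0.0571 (exact permutation test, two-sided, 70 regroupings) and fry gave adjusted p = 0.418. Loss of STAT3 stays open as the biological explanation, as does a larger share of T and NK cells, whose markers were positive for 21 of 23 in Ly6C hi but for 14 of 23 in Ly6C lo (camera, adjusted p = 0.645), where the list was higher as well, and these were not tested apart. The sort excluded CD3-, CD19- and Ly6G-positive cells, and the paper's FACS methods also name an NK cell marker. In Ly6C lo all 17 measured neutrophil markers and all 9 measured B cell and plasma cell markers were negative on Stat3 deletion, so a difference in cell content was not excluded there either.

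A library far from the other 3 of its group was found in 8 of 96 groups tested, where chance marks about 1 in 20 (5%). In KM-13, a Cre-negative Ly6C hi library of the Stat3 line, *Il6* was at 48.4 CPM against 3.66 to 10.1 in the others of its group. *Tnf* was at 104 CPM in KM-13 against 17.9 to 29.9. *Mgst1* was at 107 CPM in KM-13 against 23.6 to 26.8. *Setdb2* was at 26.1 CPM in Cre-positive Ly6C hi library KM-5 against 31.2 to 32.1. In Cre-positive Ly6C lo library KM-2, *Chil3* was at 47.1 CPM against 4.07 to 9.09. *Lyz2* was at 1810 CPM in the same library against 461 to 636.

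Some gene lists passed the interaction of deletion and subset at camera's preset correlation (3 in the Setdb2 and 6 in the Stat3 line), none of them passed with an estimated correlation (adjusted p = 0.968 and 0.997), and as many passed in 99 and 90 of 100 splits of the same libraries, so chance is not excluded. In the Setdb2 line the IFN-β response was higher in Ly6C hi relative to Ly6C lo (adjusted p = 0.00668), held in 6 of 12 leave-outs and reached 0.864 without the Cre-positive Ly6C hi library highest in *Il1b*. The Ly6C hi monocyte markers were relatively higher (adjusted p = 0.00124), and fibroblast markers relatively lower (adjusted p = 0.00911, held in 9 of 12 leave-outs, at most 0.684). In the Stat3 line, complex I genes (adjusted p = 1.39e-04, 0.0795 without KM-13) and spliceosomal snRNP genes (adjusted p = 8.87e-05) were relatively lower in Ly6C hi. Markers of B cells (adjusted p = 0.00921, 0.693 without KM-10), T and NK cells (adjusted p = 0.00921, 0.424 without KM-7), fibroblasts (adjusted p = 1.39e-04, 0.0529 without KM-8) and erythroid cells (adjusted p = 8.76e-04, 0.101 without KM-8) were relatively higher in Ly6C hi.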

How the results depend on the processing

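Alternatives chosen after the data were seen were library quality weights, the removal of ribosomal RNA genes, DESeq2 on the compared groups alone, libraries of neighbouring numbers as blocks, and the thinning and level-trend tests of ATAC-Seq. *Lyz1* kept its direction and its call in all 22 alternatives in both subsets of the Setdb2 line and in all 26 in both subsets of the Stat3 line, with log2 fold changes of 3.13 to 3.33 and 3.53 to 3.86, whereas counts of genes and lists moved with the tool and threshold, and for these the cause was not tested except that a looser threshold passes more by construction. Removing ribosomal RNA genes or using RLE factors moved no main count by more than 1.5 times. The median log2 fold change of all genes was -0.176 with library totals (-0.0432 with TMM) for the subsets of Cre-positive mice in the Setdb2 line, and in the Stat3 line 0.327 (0.0248) on deletion in Ly6C hi, 0.158 (0.00514) in both subsets, -0.46 (-0.0572) and -0.131 (-0.022) for the subsets of Cre-negative and Cre-positive mice and 0.344 (0.0435) for the interaction. The labels do not say which libraries share animals. In the Setdb2 line, 6 pairs of libraries with neighbouring numbers, 1 of each subset, had a correlation of 0.137, and with these pairs as blocks 390 genes were higher and 609 lower in Ly6C hi of Cre-negative and 837 higher and 885 lower of Cre-positive mice, and 0 passed for the interaction, while the deletion comparisons over both subsets were not blocked. The interaction with only the groups compared, the ATAC-Seq control comparison on its own libraries, leaving out an ATAC-Seq control and the NF-κB motif were not run. Low counts limit what can be said of *Il12a* and *Rasd1* in the Setdb2 line, which the filter removed. In simulated data 2.99% of 2-fold changes were recovered in Ly6C hi of the Stat3 line and 59.7% in the Setdb2 line, with median standard errors there of 0.591 and 0.231 and the deeper libraries in the Stat3 line (median 23212896.5 against 13972794.5 counts).

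Counts below are in the order Ly6C hi, Ly6C lo, both subsets, interaction, unless named, from 1, 1, 4 and 0 genes in the Setdb2 and 1, 1, 2 and 0 in the Stat3 line, where the subset comparisons of Cre-negative and Cre-positive mice gave 717 and 1394 and then 293 and 4, and ATAC-Seq gave 301, 335 and 1791 peaks in Ly6C hi, Ly6C lo and both subsets. With DESeq2 on the same genes the counts were 13, 3, 19 and 2 in the Setdb2 line with 1077 for Cre-negative subsets, 369, 4, 38 and 21 in the Stat3 line with 1179 and 95 for the subsets, and 73, 29 and 258 peaks. With edgeR's tagwise dispersion they were 5, 13, 22 and 3 in the Setdb2 line, and 23, 3, 76 and 22 with 187 for Cre-positive subsets in the Stat3 line. DESeq2 on the compared groups alone without a filter gave 8, 14 and 17, then 111, 4 and 14 with 653 and 334 for the subsets, and at an unadjusted p under 0.05 it gave 1120 and 1613 genes in both subsets of each line with an overlap of 30, and with a log2 fold change of at least 0.5 it gave 660 in Ly6C hi and 361 in Ly6C lo of the Setdb2 line. Library quality weights gave 2 in Ly6C lo of the Setdb2 line, and 0 in Ly6C hi with 19 and 139 for the subsets in the Stat3 line. Library totals gave 0 in Ly6C lo and 1 for Cre-positive subsets of the Stat3 line. No filter gave 195 for Cre-negative subsets of the Stat3 line, and the stricter filter gave 2 in both subsets of the Setdb2 line and 2 in Ly6C hi and 1 in both subsets of the Stat3 line, with fewer genes tested. With only the groups compared, counts were 1 in both subsets of the Setdb2 line, 0 in Ly6C lo and 5 for Cre-negative subsets in the Stat3 line, and 542 and 168 peaks in Ly6C hi and Ly6C lo. Thinned to equal depth, ATAC-Seq gave 101 and 189 peaks, and with the level trend removed 133, 153 and 1121.

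At an unadjusted p under 0.05 the counts were 1248, 271, 877 and 510 with 2554 and 3267 for the subsets in the Setdb2 line, 2066, 137, 1230 and 971 with 3135 and 945 in the Stat3 line, 3239, 5797 and 9246 peaks with 695 between the control subsets (0 after adjustment by edgeR and by DESeq2), and an overlap of 21 genes in place of 1. With a log2 fold change of at least 0.5 as well they were 674, 189, 357 and 381 with 1726 and 2137, then 1966, 131, 1006 and 970 with 2998 and 906, then 3239, 5797 and 8357 peaks with 695, and an overlap of 7. For the unadjusted p alone, chance would give about 707 genes per comparison in the Setdb2 and 890 in the Stat3 line. The counts of 271 and 137 in Ly6C lo lie below these.

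Gene lists passing camera, 15, 16, 17 and 3 in the Setdb2 and 8, 13, 12 and 6 in the Stat3 line, became 0, 0, 0 and 0 and then 0, 1, 1 and 0 with an estimated correlation, and 0, 0, 0 and 0 and then 1, 0, 1 and 0 with fry, and 5 for the Setdb2 interaction with library totals.

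Directions turned for *Tnf* on Stat3 deletion in Ly6C hi, from -0.041 to 0.0945 with library totals and 0.139 with quality weights, for *Il6* from -0.203 to 0.449 and *Il1r1* from -0.259 to 0.164 with quality weights, and for the level of *Stat3* in its own line from -0.183 to 0.0292 with library totals, none of which had passed a test. Leaving out 1 library turned *Tnf* in Setdb2-deficient Ly6C hi (-0.0509, without the Cre-positive library highest in *Tnf*, and at most 0.322), and on Stat3 deletion *Il6* (1.01), *Tnf* (0.777) and *Il1r1* (0.114) without KM-13, *Il1b* (-0.107, -0.0732 and -0.0344) without KM-14, KM-15 or KM-6, *Tnf* (0.0984) and *Il1r1* (0.0869) without KM-7, and *Tnf* (0.0954) without KM-8. At the other end were *Il1b* (0.243) without KM-16, *Il6* (-0.554) and *Tnf* (-0.325) without KM-15 and *Il1r1* (-0.946) without KM-8.

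When 1 library was left out, counts ran from 1 to 6, 1 to 2, 1 to 9 and 0 to 0 in the Setdb2 line, highest in Ly6C hi and both subsets without the Cre-positive Ly6C hi library lowest in *Il1b*, with 339 to 797 and 813 to 1335 for the subsets. They ran from 1 to 253, 0 to 2, 1 to 14 and 0 to 2 in the Stat3 line, with 27 to 765 and 1 to 33 for the subsets, highest without KM-16 except for Ly6C lo (KM-10) and Cre-positive subsets (KM-2). ATAC-Seq gave 8 to 136, 112 to 3428 and 382 to 8158 peaks, highest without the first listed deficient library of Ly6C hi, Ly6C lo and Ly6C lo. Gene lists ran from 11 to 14, 11 to 17, 13 to 19 and 0 to 14 in the Setdb2 line, and from 5 to 10, 8 to 21, 7 to 14 and 3 to 10 in the Stat3 line. The *Cxcl2* promoter peak lay between -0.603 and -0.315 without either deficient Ly6C hi library. It also stayed negative with RLE factors, library totals and DESeq2. For this peak the tagwise dispersion, other filters, only the groups compared, thinning and the removal of the level trend were not examined.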

Differences from the paper's values

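DESeq2 on the compared groups alone, library quality weights and the removal of ribosomal RNA genes were chosen after seeing the values, and the other tests in this part were fixed before the data were examined. Counts are said to differ from the paper's where the larger is more than 1.5 times the smaller, and to be within 1.5 times otherwise. The paper considers p values of 0.05 or less significant, without naming an adjustment or a fold change for its gene counts, while a sheet of Supplemental Table 1 is named for a fold of 1.5 and a p of 0.01, so the counts here, at an adjusted p under 0.05 from edgeR, are not set at a threshold known to be the paper's. Gene counts within 1.5 times the paper's came only with an unadjusted p. The lower counts at an adjusted p are therefore not made at a like threshold. At an unadjusted p under 0.05, chance alone would give about 707 genes in all in the Setdb2 and 890 in the Stat3 line.

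For Setdb2 deletion in both subsets, the paper's counts are 584 upregulated and 438 downregulated genes, and 3 and 1 were found here. Of the settings fixed before the data were examined, an unadjusted p under 0.05 gives counts within 1.5 times the paper's (475 and 402), whereas the same with the log2 fold change line, every other one and every leave-out differ. For Stat3 deletion in both subsets, the paper's counts are 551 upregulated and 746 downregulated genes, and 2 and 0 were found here (618 and 612 at an unadjusted p under 0.05, and 38 genes in all by DESeq2). The unadjusted p gives counts within 1.5 times the paper's, the log2 fold change line beside it does so for the upregulated count alone (520), and every other one of those settings and every leave-out differ. DESeq2 on the compared groups alone without a filter, at an unadjusted p under 0.05, was chosen after seeing the values and gives 627 and 493 for Setdb2 and 654 and 959 for Stat3 deletion, within 1.5 times the paper's. It keeps 17 of the 17 genes listed as upregulated in the first sheet of Supplemental Table 1, and drops 0.

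For the overlap of the lines, the paper's counts are 12 genes up in both and 19 down in both, and 1 and 0 were found here (4 and 17 at an unadjusted p under 0.05, and 1 and 0 by DESeq2). The paper's counts in opposite directions are 29 down with Setdb2 and up with Stat3 deletion and 19 the other way, and 0 and 0 were found here by edgeR (16 and 10 at an unadjusted p under 0.05, and 0 and 0 by DESeq2). Among the settings chosen in advance, the unadjusted p is within 1.5 times for the genes down in both, and differs for the other directions, and the log2 fold change line, DESeq2, Ly6C hi alone and Ly6C lo alone differ for all of them. DESeq2 on the compared groups alone at an unadjusted p, chosen after seeing the values, gives 12, 18, 29 and 18 in the order of the paper's counts, within 1.5 times.

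In Ly6C hi of the Setdb2 line, the paper's counts are about 280 up and about 370 down in Fig. 1B, read by eye, and 1 and 0 were found here by edgeR (610 and 638 at an unadjusted p under 0.05, and 13 in all by DESeq2). An unadjusted p with the log2 fold change line gives counts within 1.5 times (267 and 407), and all other settings chosen in advance and leave-outs differ. In Ly6C lo, the paper's counts are about 240 up and about 110 down in Fig. 1B, read by eye, and 1 and 0 were found here (3 in all by DESeq2). An unadjusted p gives counts within 1.5 times (175 and 96), and the log2 fold change line added to it (137 and 52), all other settings chosen in advance and all leave-outs differ. DESeq2 on the compared groups alone with an unadjusted p and that line, chosen after seeing the values, gives 278 and 382 in Ly6C hi and 248 and 113 in Ly6C lo, within 1.5 times, and drops 3 of the 17 listed genes in Ly6C hi and 2 in Ly6C lo.

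For *Setdb2* in wound macrophages of the Stat3 line, the paper's supporting values of Figure 2F, by qPCR at day 5, give a mean log2 ratio of -4.19 (SD 0.83, 3 values per group), and the log2 fold change here was -0.35 (standard error 0.221) in Ly6C hi. All settings, chosen in advance or after the data were seen, and all leave-outs differ from the paper's value, from -0.0908 with library totals to -0.468 without KM-16. In Ly6C lo the log2 fold change of *Setdb2* was -0.01 (standard error 0.221). The paper's cells were not split by Ly6C, so its group is wider than each of those here.

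The paper states that *Il1b*, *Il6*, *Il12* and *Tnf* were increased by the deletion in Ly6C hi macrophages of the Setdb2 line. Here *Il1b* and *Il6* had positive log2 fold changes of 1.23 and 1.49 that did not pass, *Tnf* one of 0.12, and *Il12b* one of -1.44, while *Il12a* had 4.32 when tested without the filter (adjusted p = 0.468 from edgeR, and 0.143 by DESeq2 on the compared groups alone). Other settings passed genes of the paper that edgeR did not. In Ly6C hi these were *Osm*, *Hspa1b*, *Areg*, *Egr3* and *Cd209d* by DESeq2, *Hspa1b* and the lower *Lyz2* with edgeR's tagwise dispersion, *Osm*, *Areg* and *Ptgs2* without the Cre-positive Ly6C hi library lowest in *Il1b*, and *Cxcl5*, *Osm*, *Areg*, *Hspa1b* and the lower *Lyz2* by DESeq2 on the compared groups alone. In Ly6C lo *Il1b*, *Areg*, *Osm*, *Ptgs2* and the lower *Ifi208* passed with the tagwise dispersion and by DESeq2 on the compared groups alone, which also passed *Cxcl2*, and the lower *Lyz2* passed with those, by DESeq2, with library quality weights and without the shallowest Cre-negative Ly6C lo library. With both subsets together, *Areg*, *Egr3*, *Ier3*, *Cd209d*, *Mcemp1*, *Tnfaip6* and the lower *Ifi208* passed by DESeq2 in both forms and with the tagwise dispersion, *Cd209c* by DESeq2 on the filtered genes and with the tagwise dispersion, *Ackr3* by DESeq2 in both forms, *Il6* by DESeq2 on the compared groups alone, and *Il1a*, *Il1b* and *Ptgs2* with the tagwise dispersion. Leave-outs and the missing filter added to these *Areg*, *Ier3*, *Il1a*, *Il1b* and *Ptgs2* without the Cre-positive Ly6C hi library lowest in *Il1b*, *Cd209d* and *Ifi208* without the one highest in it, *Egr3* without the Cre-negative Ly6C hi library of median depth, and *Areg* with no filter. *Rasd1*, which the paper states as upregulated in Ly6C hi of both lines, had too few counts for the filter in the Setdb2 line, and its log2 fold change without it was 4.08 (adjusted p = 0.611 from edgeR, and p = 0.0175 before adjustment by DESeq2 on the compared groups alone, a model across genes). The paper states that accessibility at *Cxcl2* was increased in Setdb2-deficient Ly6C hi macrophages, and the promoter peak here had a log2 fold change of -0.45, beside the paper's own -0.478 in Supplemental Table 2. This peak was found by matching its values to that table, so the likeness of these values is built in. Other *Cxcl2* peaks may lie in the lines of that table not used here. The highest 10% of peaks by mean CPM, which include the promoter peak, had a median log2 fold change of -0.364 in Ly6C hi, so its value is near that of strong peaks in general. The paper states that proinflammatory genes were more enriched in Ly6C hi, and of the 22 listed here 15 were positive in Cre-negative mice, where the list did not pass (camera, adjusted p = 0.0967).

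The paper states that genes of the IL-17 and IL-1 receptor pathways and of TNF-α and IFN-β signaling were upregulated in Stat3-deficient macrophages. In Ly6C hi, 11 of 26 IL-17, 14 of 26 IL-1 receptor, 15 of 40 TNF-α and 29 of 42 IFN-β genes were positive and none of these lists passed, while the IFN-β list passed in Ly6C lo (camera, adjusted p = 1.25e-04, and adjusted p = 0.931 with an estimated correlation) and not without KM-2 (adjusted p = 0.872). *Il17c* had 13 to 38 counts in Stat3-deficient and 0 in control Ly6C hi libraries, at least 24.8-fold, without passing (adjusted p = 0.082 from edgeR), and *Il1r1* had a log2 fold change of -0.26 against the paper's -0.302 in Supplemental Table 3. In Ly6C lo *Il17c* had 3 to 24 counts in control and 21 to 120 in Stat3-deficient libraries. In Stat3-deficient Ly6C hi macrophages *Il17c*, *Gbp2b*, *Gbp4*, *Gbp8*, *H2-Q6*, *H2-Q7*, *Nlrc5*, *Rasd1* and the lower *Wfdc17* passed by DESeq2, all of them apart from *Gbp8* by DESeq2 on the compared groups alone, *Gbp2b*, *Gbp4* and *H2-Q7* with the tagwise dispersion, *Il17c*, *Gbp2b*, *Gbp8*, *H2-Q7*, *Nlrc5* and *Rasd1* without KM-16, and *Wfdc17* without KM-15. In Ly6C lo *Gbp2b* passed by DESeq2 in both forms, with the tagwise dispersion and without KM-10, and the lower *Lcn2* by DESeq2 on the compared groups alone. With both subsets together, *Il17c*, *Gbp4*, *Gbp8*, *H2-Q7*, *Nlrc5* and the lower *Wfdc17* passed by DESeq2 in both forms and with the tagwise dispersion, *H2-Q6*, *Rasd1* and the lower *Lcn2* by DESeq2 on the filtered genes and with the tagwise dispersion, *H2-Q4* with the tagwise dispersion, the lower *Blk* by DESeq2 on the compared groups alone, *H2-Q7* with library quality weights and without KM-2, KM-5 or KM-11, and *Gbp8* without KM-16. The paper states that IFN-β targets were among the genes changed by Setdb2 deletion, and that list did not pass in Ly6C hi (camera, adjusted p = 0.738) and was lower in Ly6C lo (camera, adjusted p = 9.74e-06, and adjusted p = 0.621 with an estimated correlation).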

Other observations

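The tests of *Lyz1* and the counts of other splits in this part were chosen after the result was seen, and the gene lists were fixed before the data were examined.

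In Stat3-deficient Ly6C hi macrophages, genes of the spliceosomal snRNP, which assemble the splicing machinery, fell as a group, with 32 of 37 measured members negative and 4 past the threshold adjusted over the list alone (camera, adjusted p = 4.69e-07, and adjusted p = 0.41 with an estimated correlation). Among them, *Snrpd1* was at 18.6 ± 4.17 CPM (SD, n = 4) in Stat3-deficient and 65.0 ± 45.3 CPM (SD, n = 4) in control cells, a log2 fold change of -1.81 (standard error 0.42, adjusted p = 0.104 from edgeR, 4 libraries per group). Respiratory complex I genes also fell, with 32 of 37 negative (camera, adjusted p = 4.83e-06, and adjusted p = 0.966 with an estimated correlation), as did the mitochondrially encoded genes, with 13 of 13 negative (camera, adjusted p = 0.00423, and adjusted p = 0.966 with an estimated correlation), which reached 0.939 without KM-13. The control libraries of this comparison stood apart, with Spearman correlations of 0.859 to 0.888 to their own group, ribosomal RNA at 65.5% of counts in KM-15 and mitochondrial mRNA highest in KM-13 (1.21%). In Ly6C lo macrophages, MHC class I antigen presentation genes rose, with 21 of 24 positive (camera, adjusted p = 1.49e-07, and adjusted p = 0.268 with an estimated correlation), and the study names 4 of them. Neutrophil markers fell there, with 17 of 17 negative and 3 past the threshold adjusted over the list alone, among them *Lcn2* (camera, adjusted p = 2.05e-13, and adjusted p = 0.152 with an estimated correlation). B cell and plasma cell markers had 9 of 9 negative (camera, adjusted p = 5.31e-05, and adjusted p = 0.268 with an estimated correlation), which was lost without KM-10 (adjusted p = 0.749). The sort excluded CD19-, CD3- and Ly6G-positive cells.

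In Setdb2-deficient Ly6C lo macrophages, immediate early and heat shock genes rose, with 27 of 30 measured members positive (camera, adjusted p = 1.29e-09, and adjusted p = 0.588 with an estimated correlation). Fibroblast markers rose, with 13 of 14 positive (camera, adjusted p = 3.39e-06, and adjusted p = 0.588 with an estimated correlation), and *Sparc*, a matrix protein, was at 8.66 ± 3.69 CPM (SD, n = 3) against 2.78 ± 0.779 CPM (SD, n = 3) without passing by edgeR's quasi-likelihood test. *Sparc* passed in 2 of 16 alternative settings. In Ly6C hi macrophages, Ly6C hi monocyte markers rose, with 13 of 15 positive (camera, adjusted p = 3.52e-05, and adjusted p = 0.415 with an estimated correlation), and STAT3 target genes with 20 of 25 positive (camera, adjusted p = 1.48e-04, and adjusted p = 0.415 with an estimated correlation). On Stat3 deletion, of the 24 STAT3 target genes the study does not name, 8 were positive and 16 negative in Ly6C hi, and 9 and 15 in Ly6C lo. Between subsets of Cre-positive mice of the Stat3 line, IFN-β response genes were higher in Ly6C hi, with 42 of 42 positive and 0 past the threshold over all genes by edgeR or adjusted over the list alone (15 at an unadjusted p under 0.05; camera, adjusted p = 4.9e-21, and adjusted p = 0.207 with an estimated correlation).

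*Setdb2* was at 30.2 ± 2.76 CPM (SD, n = 4) in Stat3-deficient and 38.3 ± 9.33 CPM (SD, n = 4) in control Ly6C hi macrophages, a log2 fold change of -0.35 (standard error 0.221, adjusted p = 0.587 from edgeR). Between the control ATAC-Seq libraries of the subsets, 0 peaks passed by edgeR or DESeq2 (162 higher and 533 lower in Ly6C hi at an unadjusted p under 0.05). In library KM-15 the ribosomal RNA gene Gm23935 took 61.2% of counts and the TMM factor was 0.335.

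*Lyz1* was higher in Cre-positive libraries of both lines, and *Lyz2* was lower with both subsets together in the Setdb2 line (log2 fold change -0.86, adjusted p = 0.0223 from edgeR), without passing in the Stat3 line (-0.55, standard error 0.304, adjusted p = 0.787). Reads of *Lyz2* counted to its paralog *Lyz1* at a fixed share were argued against, since the log2 ratio of *Lyz1* to *Lyz2* counts was higher in Cre-positive libraries by 4.06 in the Setdb2 and 4.38 in the Stat3 line, with *Lyz1* at no more than 0.663% and 0.85% of *Lyz2* in Cre-negative and at no less than 4.18% and 3.59% in Cre-positive libraries. A haplotype of the donor strain around the Cre insertion could not be told from the other explanations, since 0 of the 31 and 33 neighbours tested passed in both lines, and a haplotype need not change their levels. The Cre insertion in *Lyz2* is a candidate explanation in place of the deleted genes, and the *Lyz1* changes of the lines differed by 0.479 on the log2 scale (standard error 0.364), which cannot be told apart from an equal change in both, with no Cre-positive library free of a floxed gene in the design. An effect of either deletion stays open.

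Other splits of the same libraries were counted for each comparison. In the Setdb2 line, 10 splits within a subset or genotype are too few, with 1 gene and at most 0 in the others in Ly6C hi and in Ly6C lo, 717 and 0 and 1394 and 0 between subsets, 15 lists and at most 19 in Ly6C hi, 16 and 13 in Ly6C lo, and 13 genes by DESeq2 and at most 103 in Ly6C hi. For both subsets chance is left open for the 4 genes (at most 2 in the others, 1 of 100 splits as large), because libraries of neighbouring numbers correlated at 0.137 and the splits that keep these 6 pairs together are only 10, and it cannot be excluded for the 17 lists (at most 21, 11 of 100) or the mean rise of the inflammatory list (0.761, at most 1.04, 7 of 100). For the interaction it cannot be excluded for the 0 genes (at most 4, 100 of 100) or the 3 lists (at most 21, 99 of 100). In the Stat3 line the real split gave the most genes in Ly6C hi (1, at most 0 in the others) and for the subsets of Cre-negative (293, at most 2) and Cre-positive mice (4, at most 0). Each is 1 of 35, the smallest share these splits can give, and the number of split tests was not allowed for. The labels also do not say whether the subsets share animals. Chance therefore stays open there. It cannot be excluded for the 1 gene in Ly6C lo (at most 54, 2 of 35), the 2 in both subsets (at most 43, 5 of 100), the interaction (0, at most 207, 100 of 100), the 369 genes by DESeq2 in Ly6C hi (at most 407, 2 of 35), or the lists in Ly6C hi (8, at most 17, 25 of 35), Ly6C lo (13, at most 23, 25 of 35), both subsets (12, at most 23, 56 of 100) and interaction (6, at most 22, 90 of 100). Splits that call several times the real count, such as the one of Ly6C lo that puts KM-3, KM-4, KM-11 and KM-12 together and calls 54 genes, point to a structure among the libraries that the genotype does not describe.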
